# Myeloid PD‐1 Regulates Astrocyte Development and Leads to Active Behaviours

**DOI:** 10.1111/cpr.70082

**Published:** 2025-06-29

**Authors:** Jie Qin, Chong Wang, Sihan Li, Yanyan Wang, Tingting He, Jianwei Jiao, Fen Ji

**Keywords:** astrocyte, myeloid cell, neural stem cells (NSCs), PD‐1, proliferation and differentiation

## Abstract

During early brain development, the nervous system evolves as cells connect to form a unique neural network, with communication between cell populations vital for neurological balance. This study investigates how the loss of PD‐1 in myeloid cells disrupts nervous system development. Specific ablation of PD‐1 affects myeloid cell proliferation and classification. As astrogenesis begins, astrocyte proliferation ceases, continuous astrocyte proliferation is observed. Immunofluorescence staining revealed high expression of astrocyte‐related genes in PD‐1^f/f; LysM‐Cre^ mice, which also exhibited more extroverted behaviour. Additionally, the absence of PD‐1 enhances CXCL1 expression through the NF‐κB pathway, promoting astrocyte proliferation by interacting with CXCR2. These findings underscore PD‐1's regulatory role in myeloid cells and its implications for the myeloid‐brain axis.

## 1 Introduction

Brain development is governed by a complex interplay of intrinsic and extrinsic factors, with corticogenesis exhibiting conserved mechanisms across mammalian species [1]. Neurogenesis is tightly regulated through precise cell–cell interactions [2], and perturbations in neuronal development have been implicated in various neurodevelopmental disorders [3]. Notably, immune mediators such as cytokines (e.g., IL‐6, TNF‐α) and immune cells exert differential effects on neurogenesis and synaptic pruning [4, 5]. Immune dysregulation has been shown to disrupt neurodevelopmental processes and alter behavioural outcomes [6, 7], whereas a balanced inflammatory response plays a critical role in mediating neurorepair while mitigating neurotoxicity [8, 9].

The myeloid system is derived from the haematopoietic system, which is regenerated and widespread throughout the body. Since the brain primarily develops during the early stages of life and focuses on repair in later stages, the regenerative system plays a crucial role in regulating the non‐regenerative system [10, 11]. Programmed cell death protein 1 (PD‐1), as an important immunosuppressive molecule, has an important role in the whole immune system. PD‐1 is present on the surface and binds to PD‐L1, which delivers a suppressive immune response, like suppression of T‐cell, inducing apoptosis of T‐cell and releasing IL‐10 [12]. Myeloid cells are derived from myeloid progenitor cells in the bone marrow. Targeted deletion of PD‐1 in myeloid cells in mice was more effective at suppressing tumour growth than deletion of PD‐1 in T cells, suggesting that myeloid‐specific PD‐1 knockout influences myeloid cell fate determination [13]. The use of PD‐1 blockers results in a reduction in the concentrations of tyrosine and tryptophan in the patient's blood, which further contributes to deficiencies of dopamine (DA) and serotonin (5‐hydroxytryptophan, 5‐HT), leading to the development of negative emotions such as depression and fear [14]. Endogenous immune responses are harnessed in immunotherapy and targeted drug therapies to induce tumour regression; however, these treatments may also result in abnormal T‐cell metabolism, potentially impacting the nervous system. The myeloid system is closely related to the immune system and frequently assumes a secondary role in promoting or suppressing the inflammatory response. PD‐1‐positive immune cells, activated in the central nervous system (CNS) under pathological conditions, travel through cervical lymph nodes into the brain [15].

The role of PD‐1 in myeloid cells during physiological brain development remains largely unexplored. Here, we demonstrate that PD‐1 modulates myeloid cell proliferation, subtype differentiation, and astrocyte generation through a CXCL1‐dependent mechanism. At the molecular level, PD‐1 activation triggers NF‐κB signalling in myeloid cells, leading to CXCL1 secretion, which subsequently binds to CXCR2 on astrocytes to facilitate astrogenesis. These findings uncover a novel PD‐1‐dependent neuro‐immune signalling axis critical for brain development.

## 2 Material and Methods

### 2.1 Experimental Animals and Cells

The PD‐1 floxed mice used in this experiment were purchased from Shanghai Southern Model Biotechnology Co. The LysM‐Cre tool mice were purchased from Jackson (USA) Laboratories. ICR strain pregnant mice and wild‐type C57BL/6J strain mice were purchased from Beijing Vitalriver Technology Co. The mice used in the experiments were kept and bred, and the animal experiments were performed in strict compliance with the relevant regulations for laboratory animals.

The primary neural stem cells used in this experiment were obtained from the cerebral cortex of fetal mice at an early period.

Mice used in this study were constructed by CRISPR‐CAS9 technology to insert the LoxP sequence at both ends of the exon of *Pdcd1*. 

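Pdcd1, the gene that encodes PD-1, is annotated as a protein-coding gene on the minus strand of mouse chromosome 1, from 94038305 to 94052553 (GRCm38, GENCODE M21). Its principal transcript has 5 exons. Exon 1 lies from 94052415 to 94052553 and is 139 bp long, exon 2 from 94041156 to 94041515 (360 bp), exon 3 from 94040710 to 94040871 (162 bp), exon 4 from 94040092 to 94040126 (35 bp) and exon 5 from 94038305 to 94039538 (1234 bp). The text does not number the exon that lies between the LoxP sites.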

Pd1 mice were generated by mating with LysM‐Cre mice (CRE recombinase specifically expressed in myeloid cells) to obtain PD‐1^f/f; LysM‐Cre^ mice and PD‐1^f/f^ mice.

### 2.2 Flow Cytometry

Fetal liver cells were dissociated using Papain, filtered through 40‐μm strainers, and washed three times in PBS. Cells were fixed in 4% PFA (30 min, RT), washed, and surface‐stained with flow antibodies (1:1000, 4°C, 25–30 min) (Table S3). After washing, 1 × 10^6^ cells were resuspended in PBS+2.5% FBS and analysed using a BD FACS Aria III.

### 2.3 Quantitative Real‐Time PCR

Total RNA was extracted using Trizol (Invitrogen) with RNase‐free reagents. Samples were lysed in 1 mL Trizol, mixed with 200 μL trichloromethane, shaken vigorously, and centrifuged (13,000 rpm, 15 min, 4°C). The aqueous phase was collected, mixed with isopropanol, and centrifuged again. RNA pellets were washed with 75% ethanol, air‐dried, and dissolved in RNase‐free ddH_2_O. Purity (OD260/280: 1.8–2.0) was checked before storage at −80°C.

The cDNA was synthesised using a FastQuant RT Kit (Tiangen). qPCR was performed on a 7500 system (Applied Biosystems) with SYBR master mix (Tiangen) and gene‐specific primers (Table S4). β‐Actin served as the endogenous control. Reactions were run in triplicate.

### 2.4 Western Blotting

Cells or tissues were lysed in RIPA buffer (Solarbio) with protease inhibitors, then centrifuged (12,000 rpm, 15 min). Proteins were denatured in loading buffer (10 min, boiling), separated by SDS‐PAGE, and transferred to NC/PVDF membranes. After blocking (5% milk in PBST, 1 h, RT), membranes were incubated with primary antibodies in 4°C, overnight (Table S1), washed, and probed with secondary antibodies in RT for 1 h (Table S2). Detection was performed using an Odyssey fluorescent scanner.

### 2.5 Immunostaining

Fixed brains were sectioned (20 μm) and post‐fixed in 4% PFA (30 min). After washing (1% and 0.1% PBST, 3 × 10 min), sections were blocked (5% BSA in PBST, 1 h, RT) and incubated with primary antibodies at 4°C overnight (Table S1). Following PBST washes, samples were incubated with fluorescent secondary antibodies at RT for 1 h (Table S2), washed again, and imaged.

### 2.6 Confocal Imaging and Statistical Analysis

All images were obtained by a Zeiss LSM880 and processed with Photoshop CC 2020 (Adobe). The fluorescence density was calculated with Zeiss ZEN 2012 blue version. Quantitative data are presented as the means ± SEMs. The data were analysed by an unpaired t‐test. For multiple comparisons, the data were analysed by ANOVA. *p < 0.05, **p < 0.01, and ***p < 0.001. All statistical analyses were performed using GraphPad Prism 9.

### 2.7 Three‐Chamber Social Test

A test mouse was placed in the central chamber of a three‐chamber apparatus, with an unfamiliar mouse under a wire cage in the left chamber and an empty cage in the right. Interaction time (sniffing/chamber occupancy) was recorded for 10 min. Immediately following, the same apparatus was used with the familiar mouse in the left chamber and a novel mouse in the right. The test mouse's interactions with both were recorded for 10 min.

### 2.8 Elevated Plus Maze

The EPM consists of two open and two closed arms connected by a central area. Mice were allowed to explore freely for 5 min while being recorded. Anxiety‐like behaviour was assessed by calculating the percentage of entries and time spent in open versus closed arms.

### 2.9 Open Field Test

The procedure of observing the activity of the mice by placing them in a closed flat area, which was divided into center and outside. Usually, within 5 min animals cross the square of the count to measure their activities.

### 2.10 Novel Object Recognition Test

Mice were first familiarised with two identical objects for 10 min. Later, one object was replaced with a novel one, and their exploratory behaviour was recorded for 10 min to assess recognition memory.

### 2.11 Y‐Maze Test

The apparatus had three arms (120° apart). Initially, one arm was blocked (novel arm) during 5 min exploration. In the test phase, all arms were opened, and mouse activity was recorded for 5 min.

### 2.12 Co‐Immunoprecipitation

Forty‐eight hours post‐transfection, cells were washed with ice‐cold PBS and lysed in RIPA buffer (500 μL, 1% PMSF/protease inhibitor) using scraping. Lysates were sonicated (15% power, 5 s‐on/10s‐off, 3 cycles) on ice, centrifuged (12,000 rpm, 4°C, 15–20 min), and supernatants collected. For co‐IP, lysates were incubated with antibody‐bound magnetic beads (4°C, overnight). Beads were washed 3–4 times with buffer, proteins eluted in SDS loading buffer (95°C, 5 min), and analysed via SDS‐PAGE/Western blot.

### 2.13 Co‐Culture

The Cytoselect 24‐well system enabled direct contact between neural stem cells (NSCs) and myeloid cells. NSCs (E16/P3) were plated on lower‐layer slices, while flow‐sorted myeloid cells were added to the upper layer. Cultures were maintained in NSC (DMEM/FBS/PS) and myeloid (RPMI1640/FBS) media, with a higher lower‐medium level. After 3 days, cells were stained and imaged.

### 2.14 RNA‐Seq Analyses

Total RNA was extracted from P2 fetal livers of wild‐type and PD‐1 knockout mice. Sequencing (Illumina HiSeq 2500) was performed by Annoroad Genomics after QC (Agilent 2100 RNA Nano 6000). Gene expression was quantified as RPKM, with differentially expressed genes defined as |log2FC| ≥ 1 and *q* < 0.05. Enriched GO terms (*q* < 0.05) and key downstream genes were identified.

## 3 Results

### 3.1 PD‐1 Is Expressed in Myeloid Cells and Correlated With Brain Development

PD‐1, an immunoinhibitory receptor well‐characterised in adaptive immunity [16], was observed to co‐localise with CD11b^+^ myeloid cell populations in the developing brain (Figure 1A). Quantitative analysis of myeloid subpopulations, including CD11b^+^Ly6G^+^ granulocytes and CD11b^+^F4/80^+^ macrophages, demonstrated progressively upregulated PD‐1 expression from embryonic day 16 (E16) through postnatal day 3 (P3) (Figure 1B,C), indicative of stage‐specific regulation during corticogenesis. These observations provide compelling rationale for further investigation into PD‐1's potential role in modulating neurodevelopmental immune processes.

**FIGURE 1:**
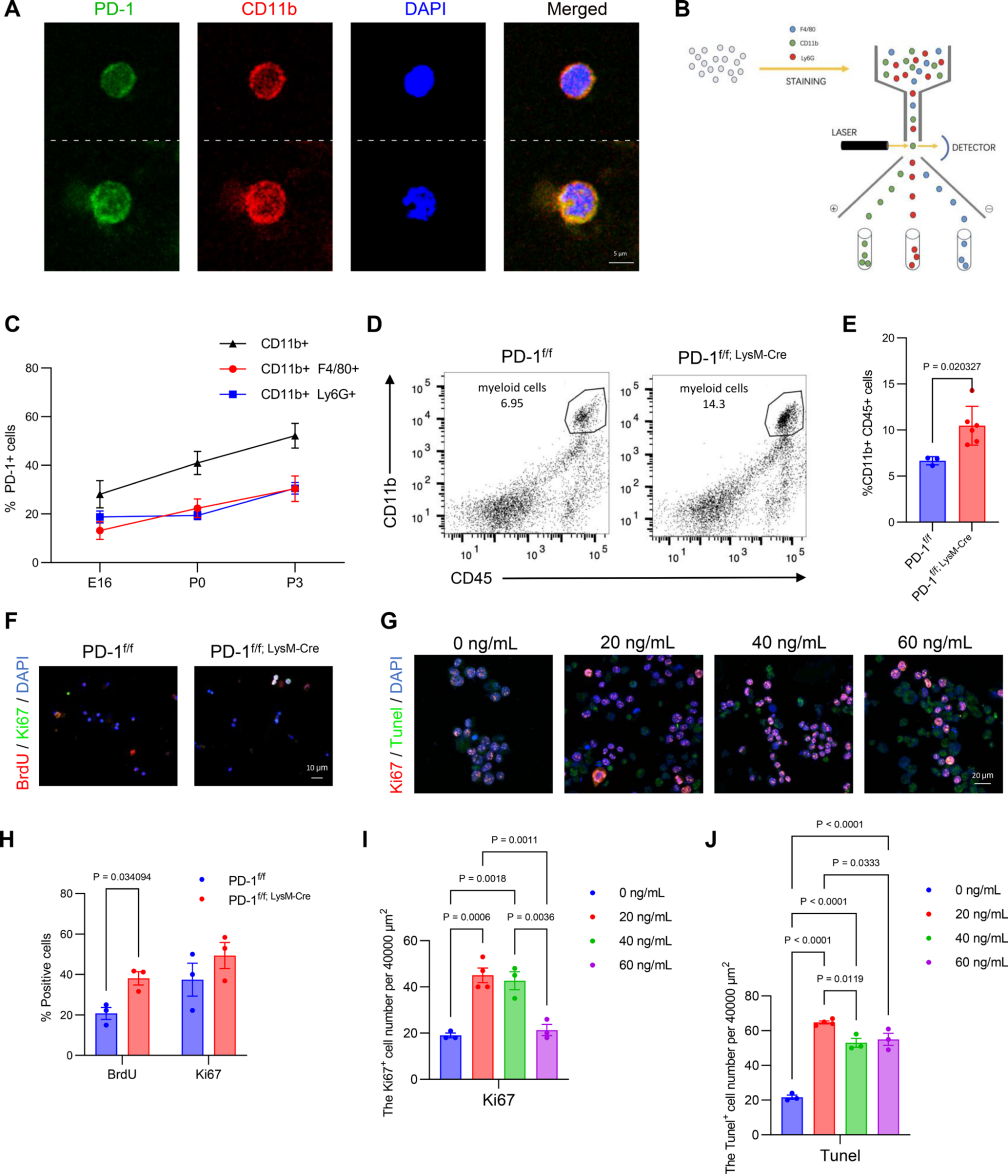
Deletion of targeted deletion of PD‐1 increased proliferation in myeloid cells. (A) Confocal immunofluorescence image of PD‐1 and CD11b in myeloid cells. (B) Schematic overview of cytometry flow used to sort myeloid cells. (C) Kinetics of PD‐1 up‐regulation on CD11b^+^Ly6G^+^, CD11b^+^F4/80^+^, and CD11b^+^ cells, sorting from fetal liver (*n* = 3). (D) Representative flow cytometry plots depicting the proportion of CD11b^+^CD45^+^ myeloid cells in the fetal liver. (E) Quantification of the increase in the number of myeloid cells in PD‐1^f/f; LysM‐Cre^ mice (*n* ≥ 3). (F) Confocal immunofluorescence images showed BrdU‐labelled and Ki67‐labelled myeloid cells. (G) Confocal immunofluorescence images displayed Ki67‐ and TUNEL‐labelled K562 cell lines treated with varying concentrations of anti‐PD‐1. (H) Quantification of the increase in the number of BrdU^+^ myeloid cells in PD‐1^f/f; LysM‐Cre^ mice (*n* = 3). (I) Quantification of the Ki67^+^ cell number per 40,000 μm^2^ (*n* ≥ 3). (J) Quantification of the Tunel^+^ cell number per 40,000 μm^2^ (*n* ≥ 3). Data are presented as mean ± SEM. One‐way ANOVA and multiple t‐tests and nonparametric tests.

### 3.2 The Deletion of PD‐1 in Myeloid Cells Leads to Proliferation During Brain Development

To investigate the role of PD‐1 in myeloid cells, we generated conditional knockout mice (PD‐1^f/f; LysM‐Cre^) exhibiting significant PD‐1 reduction specifically in myeloid lineages, as confirmed by qPCR and Western blot analyses (Figure S1A–C,F). Although LysM‐Cre has been reported to target neuronal and microglial populations [17], immunohistochemical analysis revealed minimal non‐specific recombination in these cell types (Figure S1D,E,G–J). PD‐1 ablation resulted in a marked expansion of CD11b^+^CD45^+^ myeloid cells (Figure 1D,E) accompanied by enhanced proliferative capacity, as evidenced by BrdU incorporation assays (Figure 1F,H). In vitro experiments demonstrated a dose‐dependent effect of PD‐1 blockade, with low‐dose anti‐PD‐1 antibody promoting K‐562 cell proliferation while high‐dose treatment induced apoptosis (Figure 1G,I,J).

Genetic deletion of PD‐1 significantly altered myeloid subset distribution, characterised by increased CD11b^+^Ly6C^+^ monocytes but decreased CD11b^+^Ly6G^+^ granulocytes and CD11b^+^F4/80^+^ macrophages (Figure S2A,C,E), without modulating T‐cell‐associated cytokine production (Figure S2F). Haematopoietic progenitor analysis revealed that PD‐1^f/f; LysM‐Cre^ mice exhibited elevated granulocyte‐monocyte progenitors (GMPs) and reduced common myeloid progenitors (CMPs), with corresponding decreases in PD‐1 expression but unaltered PD‐L1 levels (Figure 2A–E). Flow cytometric sorting demonstrated monocyte predominance in isolated populations (Figure S2B,D), collectively suggesting that PD‐1 plays a critical role in regulating GMP differentiation fate decisions.

**FIGURE 2:**
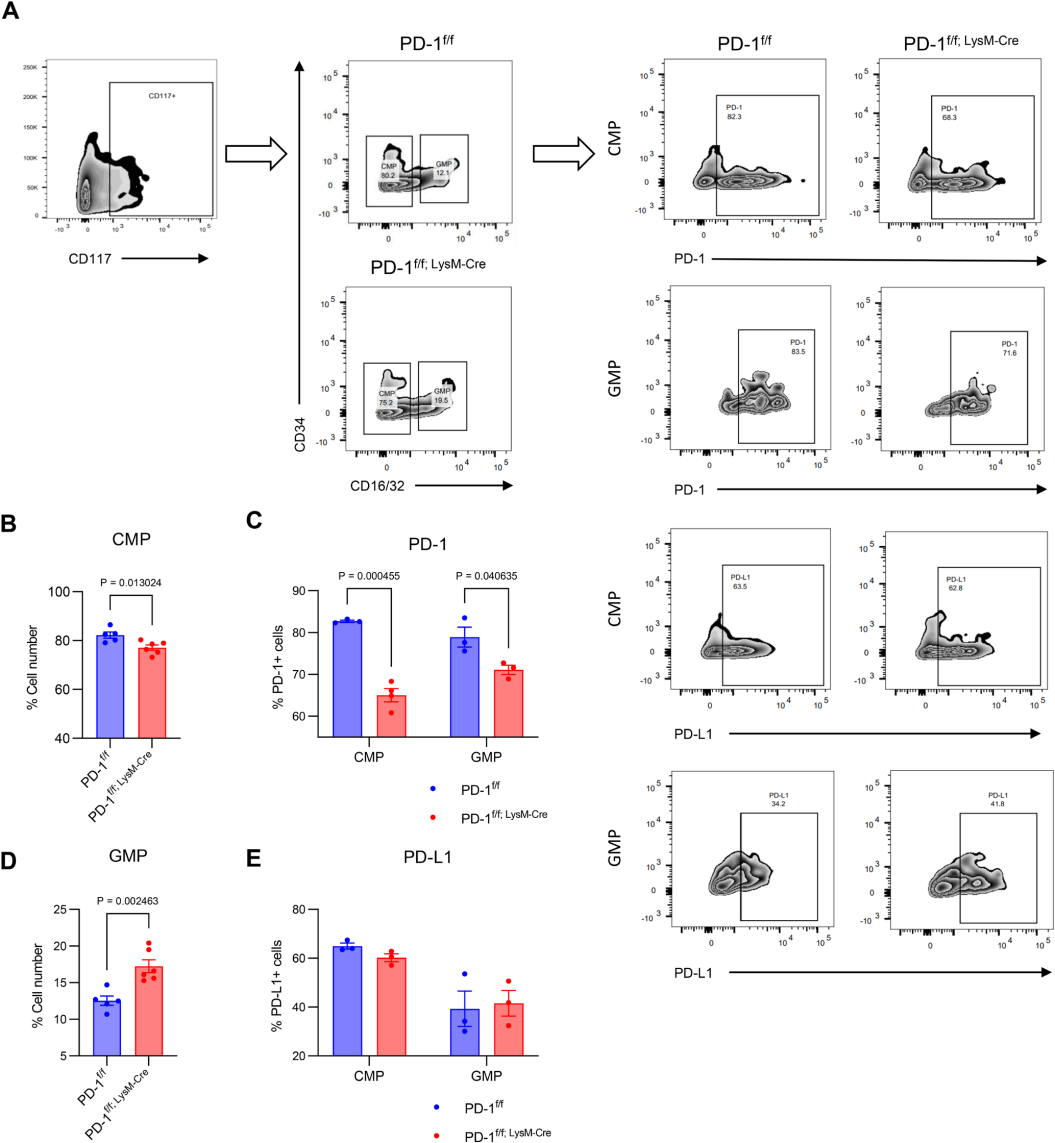
Effect of PD‐1 targeted myeloid deletion on myeloid progenitors. (A) Representative plots of FACS analysis for PD‐1 and PD‐L1 on CMP and GMP of PD‐1^f/f^ mice and PD‐1^f/f; LysM‐Cre^ mice. (B and D) Quantification of the decrease in the number of CMP and the increase in the number of GMP in PD‐1^f/f; LysM‐Cre^ mice (*n* ≥ 5). (C and E) Quantification of the number of PD‐1 and PD‐L1 in CMP and GMP (*n* = 3). Data are presented as mean ± SEM. Multiple t‐tests and nonparametric tests.

### 3.3 Specific Ablation of PD‐1 in Myeloid Cells Exhibit Anxiety‐Less Behaviours and Prefer to Explore Novel Objects and Areas, to Socialise With Strangers

Emerging evidence indicates that cranial bone marrow‐derived myeloid cells, including PD‐1^+^CD11b^+^ populations localised within meningeal tissues (Figure S1K), play a crucial role in modulating neurodevelopmental processes through intercellular signalling mechanisms [11, 18]. Behavioural characterisation of PD‐1^f/f; LysM‐Cre^ mice revealed a distinct neurobehavioral phenotype marked by reduced anxiety‐like behaviours, as demonstrated by significantly increased open‐arm exploration in the elevated plus maze (Figure 3A,D–F), coupled with enhanced sociability evidenced by a robust preference for novel conspecifics in the three‐chamber test (Figure 3B,C,G,H). These mice additionally exhibited improved cognitive performance, showing superior spatial working memory in Y‐maze testing (Figure 3I,L) and enhanced recognition memory in novel object recognition tests (discrimination index > 0.5; Figure 3J,M,N). Importantly, these behavioural modifications occurred independently of locomotor alterations, as open field testing revealed no significant differences in anxiety‐related or hyperactivity measures (Figure 3K,O,P). Collectively, these findings demonstrate that myeloid‐specific PD‐1 deletion produces a behavioural profile characterised by reduced anxiety‐like responses alongside heightened exploratory drive and social motivation, without affecting general motor function.

**FIGURE 3:**
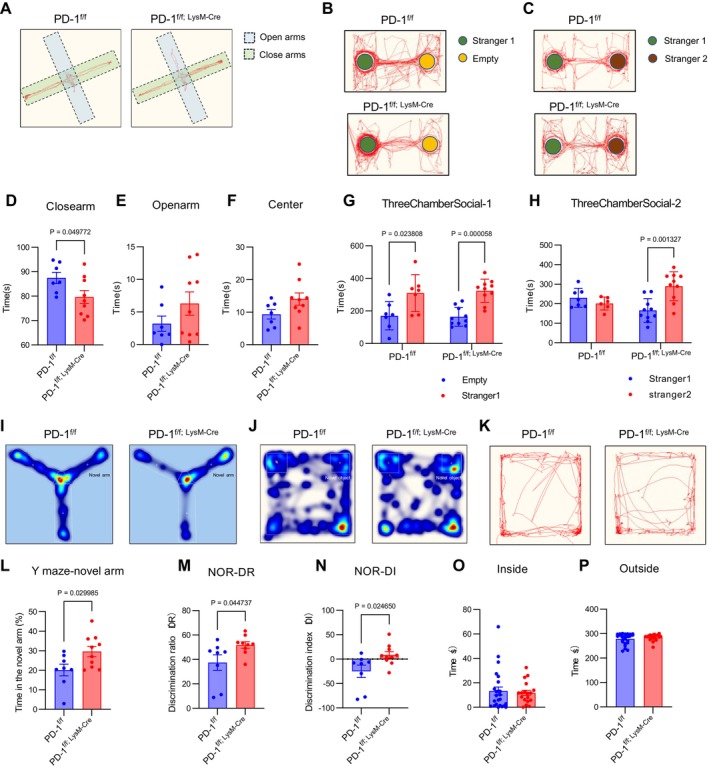
PD‐1^f/f; LysM‐Cre^ mice exhibited anxiety‐less behaviours and liked exploring novel objects and areas and socialising with strangers. (A) Representative trace plot for the high‐plus maze. (B and C) Representative trace plot illustrating the patterns of social affiliation and sociability. (D–F) The time spent in closed arms (D) and opened arms (E) and center (F) in the elevated plus‐maze test (*n* ≥ 7). (G and H) Social affiliation and sociability duration (G) in the sociability session and social memory and novelty duration (H) in the social novelty preference session in the three‐chamber social interaction test (*n* ≥ 7). (I) Representative trace plot for the Y‐maze. (J) Representative trace plot for the novel object recognition test. (K) Representative trace plot for the open field test. (L) PD‐1^f/f; LysM‐Cre^ mice spent significantly more time in the novel arm compared to controls (*n* ≥ 8). (M, N) The discrimination score and discrimination ratio were higher in PD‐1^f/f; LysM‐Cre^ mice in the novel object recognition test (*n* ≥ 8). (O and P) The time spent in the center area and outside (*n* ≥ 18). Data are presented as mean ± SEM. Multiple t‐tests and nonparametric tests.

### 3.4 PD‐1 Mediates Astrogenesis During Central Nervous System Development

We focused our investigation on brain development in response to the observed behaviours in mice. To investigate myeloid‐specific PD‐1's role in brain development, we analysed cerebral cortices from PD‐1^f/f; LysM‐Cre^ and PD‐1^f/f^ mice at E16 and P0. Western blot revealed increased astrocyte marker aldehyde dehydrogenase 1 family member L1 (ALDH1L1) expression at E16, with unchanged neuronal marker neuronal nuclear protein (NeuN) expression (Figure 4A,B). By P0, elevated levels of ALDH1L1, glial fibrillary acidic protein (GFAP), and S100 calcium‐binding protein B (S100β) were observed (Figure 4C,D), while oligodendrocyte transcription factor 2‐positive (Olig2^+^) and Platelet derived growth factor receptor alpha‐positive (PDGFRα^+^) oligodendrocytes remained unaffected (Figure S3G–J), indicating selective astrocytic effects. Immunostaining demonstrated increased brain lipid‐binding protein‐positive (BLBP^+^) astrocyte progenitors at E16 (Figure 4E,F), followed by elevated glutamine synthetase‐positive (GS^+^) and GFAP^+^ astrocytes at P3 (Figures 4G,H, S3A,B). This astrocytic expansion persisted through P8 and P18, with higher S100β^+^ and GFAP^+^ cell counts (Figures 4I–L, S3C–F), suggesting sustained enhancement of astrogenesis. We co‐labelled proliferating astrocytes with GFAP and PH3 (Figure S4A,B). PD‐1^f/f; LysM‐Cre^ mice showed more GFAP^+^PH3^+^ cells than PD‐1^f/f^ mice, indicating increased astrocyte proliferation. These results indicated that specific PD‐1 ablation in myeloid cells not only affects the number of astrocytes but also enhances astrogenesis and persistently increases astrocyte production in the cerebral cortex during both the onset and long‐term stages.

**FIGURE 4:**
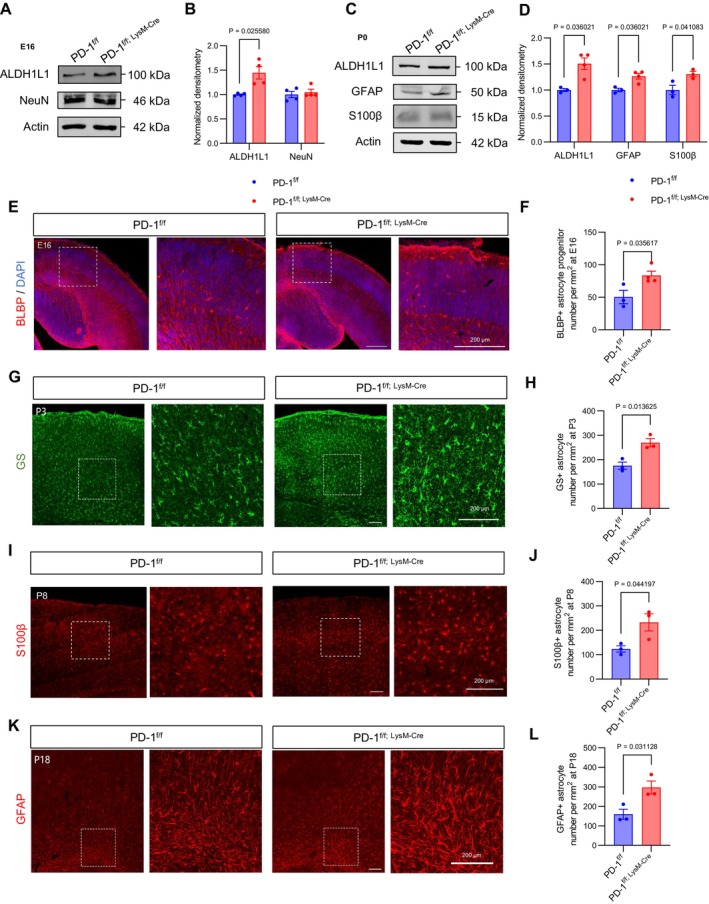
Specific ablation of PD‐1 in myeloid cells leads to persistent increased astrocyte production. (A) Western blot analysis of the expression levels of astrocyte marker ALDH1L1 and neuron marker NeuN. Actin was detected as loading control. (B) Statistics of the relative intensity of ALDH1L1 showing increased expression in PD‐1^f/f; LysM‐Cre^ mice and no change in NeuN (*n* = 4). (C) Western blot analysis of the expression levels of astrocyte markers ALDH1L1, GFAP, and S100β. Actin was detected as loading control. (D) Statistics of the relative intensity of ALDH1L1, GFAP, and S100β showing increased expression in PD‐1^f/f; LysM‐Cre^ mice (*n* ≥ 3). (E) Confocal immunofluorescence image showed BLBP^+^ progenitor astrocytes per square millimetre at E16 (Scale bars, 200 μm). (F) Quantification of the increase in the number of BLBP^+^ progenitor astrocytes in PD‐1^f/f; LysM‐Cre^ mice (*n* ≥ 3). (G) Confocal immunofluorescence image showed GS^+^ astrocytes per square millimetre at P3 (Scale bars, 200 μm). (H) Quantification of the increase in the number of GS^+^ progenitor astrocytes in PD‐1^f/f; LysM‐Cre^ mice (*n* = 3). (I) Confocal immunofluorescence image showed S100β^+^ astrocytes per square millimetre at P8 (Scale bars, 200 μm). (J) Quantification of the increase in the number of S100β^+^ astrocytes in PD‐1^f/f; LysM‐Cre^ mice (*n* = 3). (K) Confocal immunofluorescence image showed GFAP^+^ progenitor astrocytes per square millimetre at P18 (Scale bars, 200 μm). (L) Quantification of the increase in the number of GFAP^+^ astrocytes in PD‐1^f/f; LysM‐Cre^ mice (*n* = 3). Data are presented as mean ± SEM. Multiple t‐tests and nonparametric tests.

Transwell co‐culture experiments confirmed myeloid‐derived factors directly influence astrocytes, increasing their numbers and altering morphology (Figure S4C–F). These findings demonstrate myeloid PD‐1 ablation specifically promotes astrocyte production and maturation throughout cortical development.

### 3.5 PD‐1 Promotes Proliferation and Regulates the Fate Determination of Radial Glial Cells

To assess whether myeloid PD‐1 ablation affects astrocyte development from neural stem cells (NSCs), we analysed NSC populations at E16. Immunofluorescence showed increased SRY‐Box Transcription Factor 2‐positive (Sox2^+^) and paired box 6‐positive (Pax6^+^) radial glia in PD‐1^f/f; LysM‐Cre^ mice (Figure 5A–E), with elevated PH3^+^/Sox2^+^ cells in ventricular zones indicating enhanced proliferation (Figure 5C,D). In contrast, T box brain protein 2‐positive (Tbr2^+^) intermediate progenitors, Special AT‐Rich Sequence‐Binding Protein 2‐positive (Satb2^+^) upper‐layer neurons, and BCL11 Transcription Factor B‐positive (Ctip2^+^) lower‐layer neurons were unaffected (Figure 5F–J). These results demonstrate that myeloid PD‐1 deficiency specifically expands radial glia populations without altering neuronal production, suggesting PD‐1 signalling preferentially promotes NSC proliferation and astrocytic over neuronal differentiation.

**FIGURE 5:**
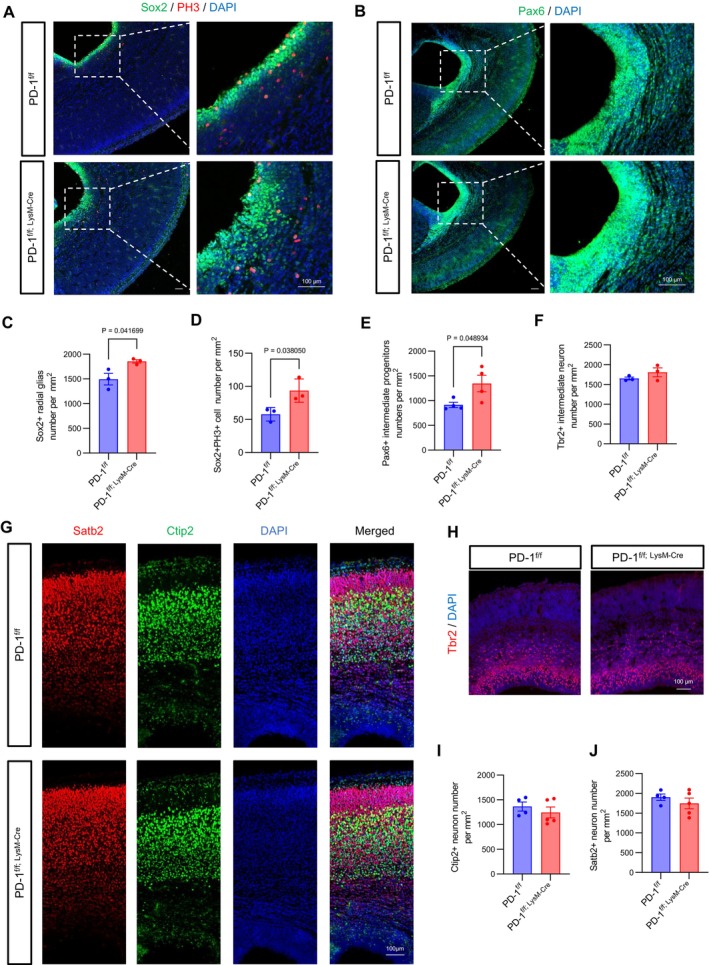
Specific ablation of PD‐1 in myeloid cells leads to increased proliferation of NSCs. (A) Confocal immunofluorescence image showed Sox2^+^ radial glia and PH3^+^ cells per square millimetre at E16 (Scale bars, 100 μm). (B) Confocal immunofluorescence image showed Pax6^+^ radial glia per square millimetre at E16 (Scale bars, 100 μm). (C) Quantification of the increase in the number of Sox2^+^ radial glia in PD‐1^f/f; LysM‐Cre^ mice (*n* = 3). (D) Quantification of the increase in the number of PH3^+^Sox2^+^ cells in PD‐1^f/f; LysM‐Cre^ mice (*n* = 3). (E) Quantification of the increase in the number of Pax6^+^ radial glia in PD‐1^f/f; LysM‐Cre^ mice (*n* = 4). (F) Quantification of unchanged the number of Tbr2^+^ intermediate progenitor neurons in PD‐1^f/f; LysM‐Cre^ mice (*n* = 3). (G) Confocal immunofluorescence image showed Satb2^+^ and Ctip2^+^ neurons per square millimetre at E16 (Scale bars, 100 μm). (H) Confocal immunofluorescence image showed Tbr2^+^ intermediate progenitor neuron per square millimetre at E16 (Scale bars, 100 μm). (I and J) Quantification of unchanged the number of Satb2^+^ and Ctip2^+^ neurons in PD‐1^f/f; LysM‐Cre^ mice (*n* ≥ 4). Data are presented as mean ± SEM. Multiple t‐tests and nonparametric tests.

### 3.6 NF‐κB Signalling Upregulates CXCL1 in PD‐1^f/f; LysM‐Cre^ Mice

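The RNA-seq data are 4 libraries labelled as mouse myeloid cells, 2 from PD-1f/f mice and 2 from PD-1f/f; LysM-Cre mice, in which Cre recombinase expressed in myeloid cells is meant to delete the floxed part of Pdcd1. The results describe CD11b+ cells isolated from the liver by flow cytometry, whereas the methods describe RNA of fetal livers and name no sorting. Across the libraries Alb had 6.13 to 12.4 FPKM, and no gene of a hepatocyte list exceeded 48.1 FPKM (Apoa1). The neutrophil gene S100a9 had 26142 to 52186 FPKM. For these genes, the levels argue against RNA of whole liver, but they do not show how cells were isolated. The age of the pups is given as postnatal day 2 in the methods and as postnatal day 3 in the results, and the methods name wild-type mice as the controls where the figures name PD-1f/f mice. The authors deposited 1 expression value per gene and library as FPKM (reads scaled by gene length and by the counted reads of the library, called RPKM in the methods), for the same 24706 mouse genes in each library. The aligner, the counting tool and their settings are not stated in the text. For genes with a single exon the FPKM values were whole multiples of the value of 1 read, in 100% of the 2727 to 3528 values tested per library, which gives totals of 22212407 and 18822630 counted reads for PD-1f/f replicates 1 and 2, and of 18742154 and 17691505 for PD-1f/f; LysM-Cre replicates 1 and 2. Read numbers were worked out in the same way for 95.02% of the genes. The 10 genes with the highest values took 46.19% and 41.99% of all FPKM in the PD-1f/f libraries and 32.8% and 29.1% in the PD-1f/f; LysM-Cre libraries. Groups were compared with limma (moderated linear models with a mean-variance trend) on log2(FPKM + 1), for the 10779 genes with a mean FPKM of at least 1, and p-values were adjusted by the Benjamini-Hochberg method. On this scale the fold change of a gene with low FPKM is understated. With 2 libraries per group, an exact permutation test of a single gene cannot give a two-sided p below 0.333.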

To investigate the internal mechanism by which myeloid‐specific PD‐1 ablation impacts astrocytes, we isolated CD11b^+^ myeloid cells from P3 fetal liver by flow cytometry to conduct RNA sequencing analysis. Our findings demonstrated that specific PD‐1 ablation alters gene expression in myeloid cells (Figure 6A). 

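Pdcd1, the targeted gene, had 28.5 and 34.7 FPKM in PD-1f/f replicates 1 and 2 (1221 and 1262 reads) and 17.1 and 21.4 FPKM in PD-1f/f; LysM-Cre replicates 1 and 2 (618 and 730 reads). Both PD-1f/f; LysM-Cre libraries thus lay below both PD-1f/f libraries, with a log2 fold change of -0.69 (standard error 0.19, adjusted p = 0.218 from limma), and Pdcd1 transcripts remained in both. Lyz2 fell from 31306 and 32147 FPKM to 10422 and 8127 FPKM, a log2 fold change of -1.79 (standard error 0.18, adjusted p = 0.183). Across the tested genes, Pearson's r of log2(FPKM + 1) was 0.966 between the PD-1f/f replicates, 0.962 between the PD-1f/f; LysM-Cre replicates and from 0.936 to 0.963 between libraries of different groups. These are correlations across genes, which are not independent replicates. The first principal component held 55.1% of the variance and placed the PD-1f/f libraries at -26.7 and -22.2, PD-1f/f; LysM-Cre replicate 1 at 11.4 and PD-1f/f; LysM-Cre replicate 2 at 37.4. At the threshold of the methods (|log2FC| of at least 1 and an adjusted p under 0.05), 0 genes passed, and the smallest adjusted p was 0.129. By unadjusted p under 0.05, 1768 of the 10779 genes differed. With the voom method of limma on the recovered reads, the alternative that moved this count most, 2 genes passed, 1 higher and 1 lower. The lower gene was Lyz2, the locus of the Cre insertion. From the heat map of these libraries (Figure 6A), the paper states that PD-1 ablation alters gene expression in myeloid cells.

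**Figure D1:**
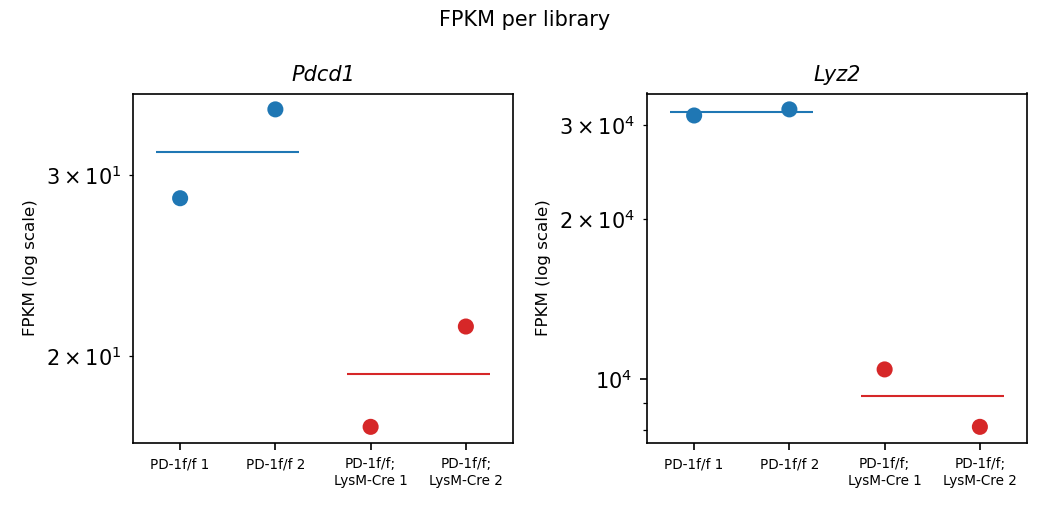
FPKM of Pdcd1 and Lyz2 in each of the 4 libraries, on a log axis. Points are single libraries and lines are the means of the 2 libraries of a group. Pdcd1 lies at 28.5 and 34.7 FPKM in PD-1f/f and at 17.1 and 21.4 FPKM in PD-1f/f; LysM-Cre.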

Comparative analysis of upregulated and downregulated genes revealed distinct biological processes with gene ontology analysis, indicating that many upregulated genes are associated with cell activation stimulation (Figure 6B,C). 

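Gene ontology terms were taken from the annotation of each gene in the deposited files, which lists direct terms without their parent terms. Of the 20 biological process terms shown in Figure 6B,C, 15 had at least 1 gene among the 8735 tested genes with a term. Each was tested with a one-sided Fisher's exact test on the genes with |log2FC| above 1 and an unadjusted p under 0.01. Of these, 124 higher genes and 27 lower genes had a term. The test takes genes as independent units, so its p-values do not measure variation between mice. Response to lipopolysaccharide held 9 of the higher genes, among them Acod1, Cxcl10, Cxcl2, Nfkb2, Nfkbia and Sod2, against 1.77 expected (adjusted p = 0.00101, Fisher's exact test). Response to molecule of bacterial origin held 2, Cxcl2 and Tnfaip3, against 0.128 expected (adjusted p = 0.0462, Fisher's exact test). Cytokine-mediated signaling pathway held 1 of the higher genes against 0.894 expected. Among the lower genes, negative regulation of hydrolase activity passed with 1 gene, Apoa1 (adjusted p = 0.0462, Fisher's exact test), and erythrocyte differentiation held 0 of them against 0.105 expected. With all tested genes as the background, the setting that moved this result most together with a pseudocount of 0.1, 1 of the terms passed, response to lipopolysaccharide. Over all 2584 direct terms with 5 to 500 tested genes, a test added after the values were seen, 6 passed among the higher genes and 0 among the lower genes. The lowest p belonged to inflammatory response, with 15 of the higher genes against 2.81 expected (adjusted p = 2.97e-04, Fisher's exact test). Among the lower genes it belonged to erythrocyte development, with 3 genes (Bpgm, Dmtn and Hbb-bs) against 0.0587 expected (adjusted p = 0.0638, Fisher's exact test).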

In this study, volcano maps were used to screen for differentially expressed genes in PD‐1^f/f; LysM‐Cre^ and PD‐1^f/f^ mice. 

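With |log2FC| above 1 and an unadjusted p under 0.01, limma on log2(FPKM + 1) gave 203 genes that were higher and 44 that were lower in PD-1f/f; LysM-Cre libraries than in PD-1f/f libraries. The higher genes were 82.2% of these. The median log2 fold change over all tested genes was 0.09, and with the libraries rescaled by median-of-ratios factors it was 0.0031 and the threshold was passed by 146 higher and 65 lower genes. Quantile normalization gave 150 higher and 79 lower genes. Removal of erythroid and hepatocyte genes with rescaling to one total moved the median to 0.27 and gave 351 higher and 17 lower genes. As a ratio, the setting that moved the total most was a minimum mean of 5 FPKM, with 126 genes among 5813 tested, and by number of genes it was an unadjusted p under 0.05, with 416. Of the genes that passed, 130 were protein-coding and 37 were small RNA genes, which carried a median of 4.0 reads per library. The higher genes with the largest change and both libraries of a group apart were Acod1, Cxcl10, Ccrl2, Cxcl2 and Upp1, with log2 fold changes from 2.74 to 3.90. The lower ones were Hist1h3i, Lyz2, Gm24927, Trbj1-7 and Ighv1-73, with log2 fold changes from -1.84 to -1.63. Gm24927 and Trbj1-7 had at most 9 and 4 reads in any library.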

The threshold was set as |log2FC| > 1 and *p* < 0.01, and significant up‐regulated genes (red) and down‐regulated genes (blue) were identified. Among them, the gene CXCL1 may be the key regulatory factor (Figure 6D). 

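Cxcl1 lies on chromosome 5 from 90891241 to 90893115 (GRCm38). It had 0.408 and 0.142 FPKM in PD-1f/f replicates 1 and 2 and 0.968 and 6.96 FPKM in PD-1f/f; LysM-Cre replicates 1 and 2. These values stand for 17, 5, 34 and 231 reads. As RPM (reads scaled by the counted reads of the library), with 95% Clopper-Pearson intervals that cover counting error only, this was 0.765 (0.446 to 1.23) and 0.266 (0.0863 to 0.620) in PD-1f/f, and 1.81 (1.26 to 2.54) and 13.1 (11.4 to 14.9) in PD-1f/f; LysM-Cre. The log2 fold change on log2(FPKM + 1) was 1.64 (standard error 0.66, adjusted p = 0.303 from limma), and Cxcl1 was not among the genes past |log2FC| above 1 and an unadjusted p under 0.01. PD-1f/f; LysM-Cre replicate 2 decides its size on this scale: without that library the log2 fold change was 0.63. Across the 4 omissions of one library it ranged from 0.63 to 2.65. The scale understates changes at such low FPKM, so 0.63 does not mean that replicate 1 hardly rose. Its RPM interval (1.26 to 2.54) lay above those of both PD-1f/f libraries. With all 4 libraries, a pseudocount of 0.1 gave a log2 fold change of 2.97 and the voom method on reads 3.27, without a change of the call.

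**Figure D2:**
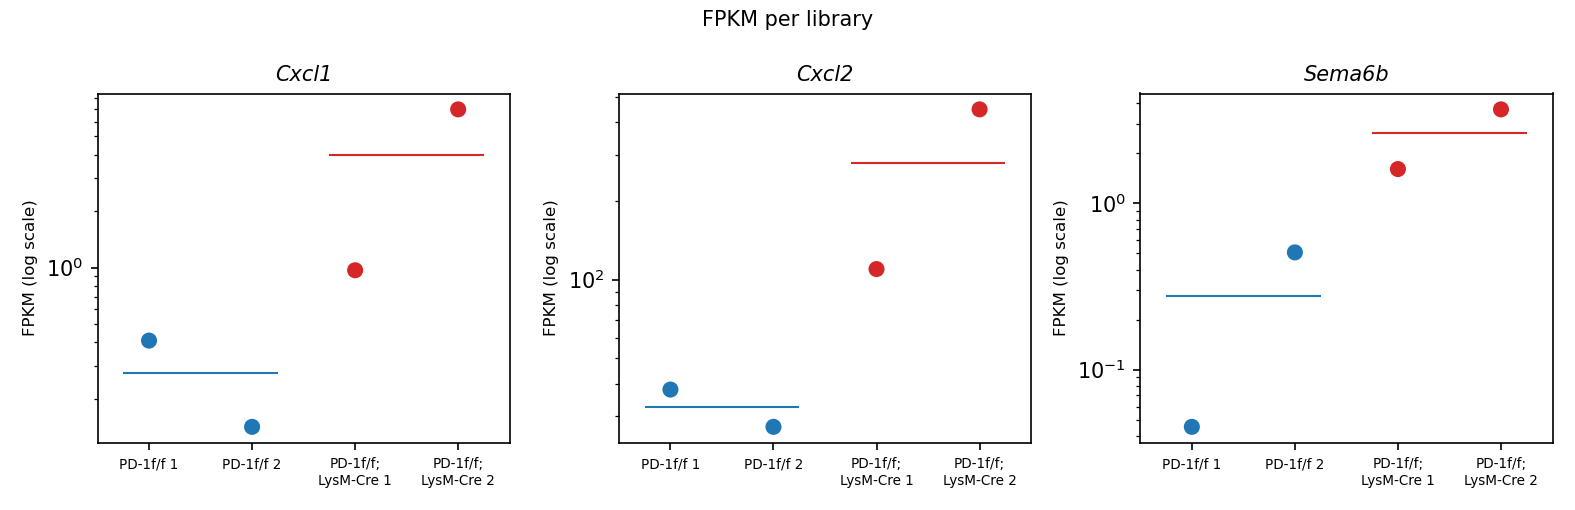
FPKM of Cxcl1, Cxcl2 and Sema6b in each of the 4 libraries, on log axes that differ between the genes. Points are single libraries and lines are the means of the 2 libraries of a group. PD-1f/f; LysM-Cre replicate 2 is the highest library for each gene, with 6.96 FPKM for Cxcl1, 449 FPKM for Cxcl2 and 3.68 FPKM for Sema6b.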

We confirmed that specific PD‐1 ablation increased the mRNA levels of CXCL1, CXCL2, and SEMA6B in myeloid cells (Figure 6E). We detected the expression of other genes (NF‐κB, HMGA1, CUX1) that synergistically interact with CXCL1, which also showed an increase (Figure 6G). To elucidate the production mechanism of CXCL1, we focused on the NF‐κB pathway using KEGG (Figure 6F). Additionally, expression levels of the NF‐κB signalling pathway, including phosphorylation molecules such as P‐IKKα/β, P‐NF‐κB, and P‐IKB, were elevated in PD‐1^f/f; LysM‐Cre^ mice (Figure 6H,I). These results suggest that CXCL1 expression is primarily driven by activation of the NF‐κB signalling pathway, correlating with the NF‐κB expression level.

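The KEGG pathways were not analysed here, and lists of NF-κB genes were tested in their place. Of 51 tested NF-κB target genes, 47 were higher in PD-1f/f; LysM-Cre libraries, 41 of them with both PD-1f/f; LysM-Cre libraries above both PD-1f/f libraries, and the median log2 fold change was 1.53. Over all tested genes the libraries of the groups lay apart in either direction for 51.6%, where chance gives 33.3%. The median of the target list lay above all 10000 random lists matched on expression (percentile 100), which do not measure variation between mice. Of 40 tested components of the pathway, 37 were higher, 31 of them in both libraries, with a median log2 fold change of 0.50. In camera, the set test of limma with a preset correlation of 0.01 between genes, the adjusted p was 4.3e-12 for the targets and 2.0e-07 for the components over 18 lists. Neither call held under fry (adjusted p = 0.400, limma) or under camera with an estimated correlation (adjusted p = 0.645, limma). Of the targets, 27 had an adjusted p under 0.05 when adjusted over the list alone and 0 when adjusted over all tested genes, where 33 had an unadjusted p under 0.05. Relative to the PD-1f/f mean the median of the targets was 0.64 in PD-1f/f; LysM-Cre replicate 1 and 2.16 in PD-1f/f; LysM-Cre replicate 2, so the list without replicate 2 stood at 0.64. Nfkb1 had 3.52 and 4.66 FPKM in PD-1f/f and 6.71 and 7.78 FPKM in PD-1f/f; LysM-Cre, a log2 fold change of 0.70 (standard error 0.20, adjusted p = 0.227). Rela, which encodes p65, had 23.9 and 25.0 against 33.6 and 35.6 FPKM, a log2 fold change of 0.48 (standard error 0.14, adjusted p = 0.230).

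**Figure D3:**
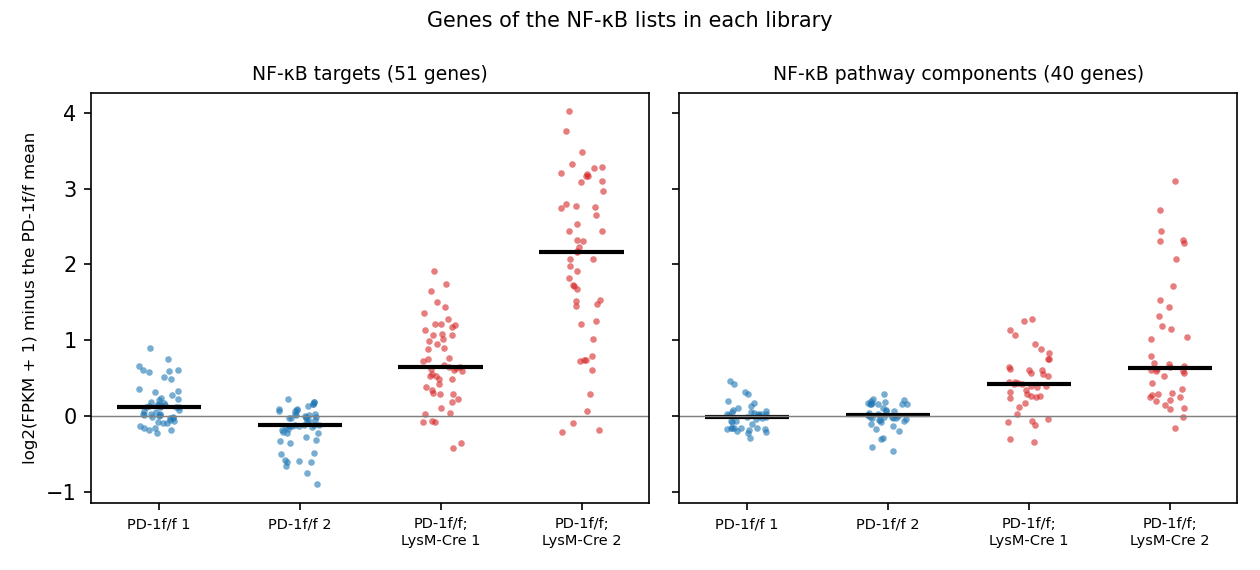
Change of each gene of the NF-κB target list (51 genes) and the pathway component list (40 genes) in each library, as log2(FPKM + 1) minus the mean of the PD-1f/f libraries. Points are genes and black lines are list medians, which for the targets are 0.64 in PD-1f/f; LysM-Cre replicate 1 and 2.16 in replicate 2.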

**FIGURE 6:**
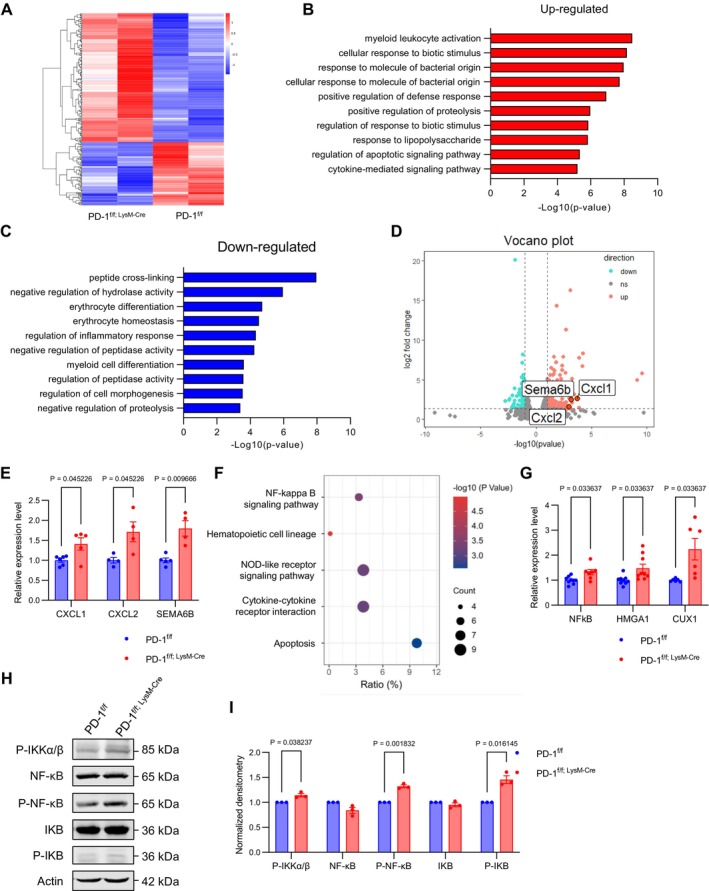
RNA‐seq analysis of the P3 fetal liver. (A) Heat map of RNA‐seq data from the P3 fetal liver of PD‐1^f/f^ mice and PD‐1^f/f; LysM‐Cre^ mice. (B and C) Gene ontology analysis of up‐regulated and down‐regulated genes associated with biological functions related to stimulating cell activation. (D) Volcano plots illustrating the down‐regulated (blue) and up‐regulated (red) genes in PD‐1^f/f; LysM‐Cre^ mice compared with the PD‐1^f/f^ mice. SEMA6B, CXCL1, and CXCL2 are labelled as differentially expressed genes. (E) Quantification of mRNA levels revealed increased expression of CXCL1, CXCL2, and SEMA6B in PD‐1^f/f; LysM‐Cre^ mice (*n* ≥ 4). (F) The KEGG pathway analysis focused on the NF‐κB signalling pathway. (G) Quantification of CXCL1‐related gene mRNA levels showed an increase in PD‐1^f/f; LysM‐Cre^ mice (*n* ≥ 6). (H) Western blot analysis of the expression levels of NF‐κB signalling pathway, Actin was detected as loading control. (I) Statistics showing an increased ratio of P‐IKKα/β, P‐NK‐κB, and P‐IKB in PD‐1^f/f; LysM‐Cre^ mice (*n* ≥ 3). Data are presented as mean ± SEM. Multiple t‐tests and nonparametric tests.

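Cxcl2, on chromosome 5 from 90903871 to 90905938 (GRCm38), had 38.0 and 27.3 FPKM in PD-1f/f replicates 1 and 2 (1744 and 1064 reads) and 110 and 449 FPKM in PD-1f/f; LysM-Cre replicates 1 and 2 (4256 and 16414 reads). Its log2 fold change was 2.75 (standard error 0.63, adjusted p = 0.212 from limma), past |log2FC| above 1 and an unadjusted p under 0.01. Without PD-1f/f; LysM-Cre replicate 2 it was 1.74. With no filter on low values Cxcl2 no longer passed that threshold, at the same fold change. Sema6b, on chromosome 17 from 56123085 to 56140343, had 0.0453 and 0.508 FPKM in PD-1f/f (4 and 38 reads) and 1.61 and 3.68 FPKM in PD-1f/f; LysM-Cre (120 and 259 reads). Its log2 fold change was 1.48 (standard error 0.39, adjusted p = 0.214) and did not pass the same threshold, which it passed under the replicate block and under voom on reads.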

### 3.7 CXCL1‐Driven JAK/STAT3 Signalling Pathway Regulates Astrogenesis

To investigate whether CXCL1 participate in a signalling pathway that regulates astrocytes through specific receptors such as CXCR2, which is expressed in astrocytes and can increase their numbers, we transfected 293FT cells with plasmids to obtain overexpressed CXCL1 and CXCR2 proteins, and then performed co‐immunoprecipitation. These assays demonstrated that Flag‐tagged CXCL1 effectively pulled down HA‐tagged CXCR2, and conversely, HA‐tagged CXCR2 pulled down Flag‐tagged CXCL1 (Figure 7A,B). Immunofluorescence staining further visualised this interaction, revealing that HA‐CXCL1 colocalized with Flag‐CXCR2 in the N2a cells (Figure 7C). To assess whether CXCL1 directly influences astrocyte proliferation, we cultured NSCs with various concentrations of CXCL1. Our results indicated that as CXCL1 concentration increased, the expression level of GFAP and phosphorylated AKT (P‐AKT) also increased (Figure 7D). The JAK/STAT3 pathway is known to promote astrocyte reactivity and activation. We found that expression level of phosphorylated JAK1/2 (P‐JAK1/2) and phosphorylated STAT3 (P‐STAT3) were elevated in PD‐1^f/f; LysM‐Cre^ mice (Figure 7E,F). These findings suggest that CXCL1 abundance may drive astrogenesis by engaging the JAK/STAT3 signalling pathway.

**FIGURE 7:**
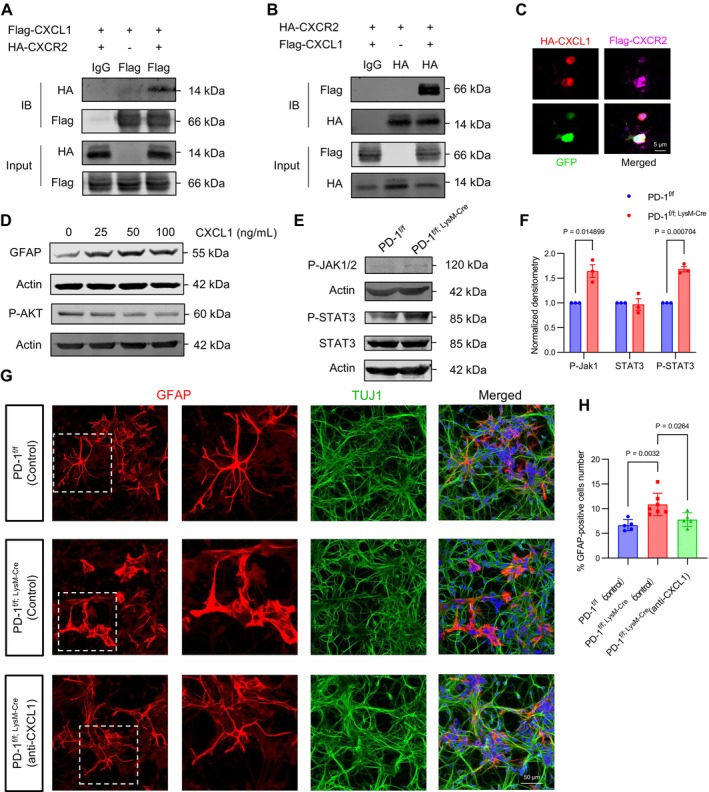
JAK/STAT3 pathway regulates the activation of astrocyte. (A and B) Co‐immunoprecipitation (CO‐IP) assays for the interaction between CXCL1 and CXCR2. (C) Confocal immunofluorescence image of FLAG and HA showing the colocalization of CXCL1 and CXCR2 (Scale bar, 5 μm). (D) Western blot analysis of the expression levels of the GFAP with different concentrations of CXCL1. (E) Western blot analysis of the expression levels of the JAK/STAT3 pathway, Actin was detected as loading control. (F) Statistics showing an increased ratio of P‐JAK1/2, and P‐STAT3 in PD‐1^f/f; LysM‐Cre^ mice (*n* = 3). (G) Confocal immunofluorescence image of TUJ1‐positive neurons and GFAP‐positive astrocytes from NSC (Scale bars, 50 μm). (H) Quantification of the percent of GFAP‐positive astrocytes showing decreased in NSC cocultured with anti‐CXCL1 in PD‐1^f/f; LysM‐Cre^ mice (*n* ≥ 5). Data are presented as mean ± SEM. Multiple t‐tests and nonparametric tests.

Furthermore, we utilised cocultured transwell systems to determine whether anti‐CXCL1 could rescue the abnormal astrocyte development in PD‐1^f/f; LysM‐Cre^ mice. Our results demonstrated that anti‐CXCL1 effectively reversed the increased number and the enlarged morphology of astrocytes in PD‐1^f/f; LysM‐Cre^ mice (Figure 7G,H). We conducted behavioural rescue experiments. After 5 days of intraperitoneal injection of inhibitors followed by behavioural experiments, PD‐1^f/f; LysM‐Cre^ mice returned to the activity level of PD‐1^f/f^ mice in various behavioural experiments (Figure S5).

## 4 Discussion

The CNS and the immune system, while distinct, communicate to maintain homeostasis. Microglia are derived from primitive haematopoietic stem cells. In the central nervous system, microglia exhibit different phenotypes and states depending on the environment, which can be either resting or active. Adult microglia are an independent self‐renewing population [19]. In inflammatory response, the release of pro‐inflammatory factors leads to changes in synapse‐related pathways such as postsynaptic N‐methyl‐D‐aspartic acid (NMDA) receptor activation and NF‐κB pathway inhibition. Thus, promoting or inhibiting the phagocytosis of microglia, leading to inappropriate synaptic pruning [20, 21]. Circulating myeloid cells may participate in astrocyte modulation, though their relative contribution requires further lineage‐tracing studies. There are still difficulties existing in tracking transient infiltration and resident microglial activity. Certain myeloid cells, such as dendritic cells and macrophages, reside within the CNS and contribute to T‐cell activation during EAE progression. Macrophages secrete signalling molecules that trigger inflammatory responses, influencing neighbouring cells and recruiting additional immune cells to help resolve inflammation [22, 23]. Accurate communication between CNS and myeloid cells is essential for proper immune function. In this study, we investigated the role of PD‐1 in myeloid cells during CNS development and identified the potential pathway through which PD‐1 functions as a key regulator of astrogenesis. While myeloid cells are known to provide innate immune defence against infection and injury, their functions within the CNS under steady‐state conditions still a lot unknown. These cells possess unique regulatory mechanisms that can influence innate immunity and may contribute to cognitive dysfunction [18]. Despite the growing recognition of the myeloid‐brain axis, studies in this area remain limited. As a prominent immune molecule, PD‐1 significantly impacts tumour development and is closely associated with the myeloid system [24]. Therefore, we aimed to investigate whether PD‐1 in the myeloid system affects brain development.

We revealed the crucial role of PD‐1 in myeloid cells in regulating astrocyte development during early cortical development. Our data suggest a potential trend of astrocyte activation, though further proliferation assays are needed to confirm this. PD‐1 expression increases rapidly as tumour size grows, triggering emergency myelopoiesis that activates T‐cells, which in return suppress antitumor activity [13, 25]. Our findings indicate that the number of PD‐1‐positive myeloid cells increase over time under physiological conditions. This suggests that these cells become more prevalent during development and may cover a broader area, playing a significant role in the immune response. In the context of inflammation, IFN‐γ and IL‐17A can synergize to enhance to Th1 (helper T cell 1) activation, while IL‐4 is produced by Th2 (helper T cell 1) cells. Modulating the inflammatory environment involves the upregulation and downregulation of various cytokines [26]. We examined cytokines such as IFN‐γ, IL‐4, and IL‐17A to assess the functional impact of PD‐1‐specific knockout in myeloid cells; however, no significant changes were observed. We suggest that ablation of PD‐1 does not alter cytokine release. Furthermore, the specific ablation of PD‐1 influenced the proliferation and modulation of proportions in myeloid cells. The increase in myeloid cells is attributed to a rise in GMPs, which subsequently leads to the differentiation of more granulocytes and monocytes.

Myeloid cells reprogram glucose metabolism to restore youthful immune function in brain disorders [10]. As key nutritional provider in the brain, astrocytes enhance their protein expression in response to PD‐1 signalling from myeloid cells. Throughout the various stages of astrocyte development, immunofluorescence staining with different astrocyte markers revealed that astrocytes‐related genes were highly expressed in PD‐1^f/f; LysM‐Cre^ mice. The hallmark of neuroprotective reactive phenotypes is increased astrocyte proliferation [27]. Astrocytes, as resident cells in the CNS, typically produce anti‐inflammatory factors in response to changes in the cellular environment, such as Heparin‐binding epidermal growth factor–like growth factor (HB‐EGF) [28]. N‐methyl‐D‐aspartate receptors (NMDAR) on astrocytes are sensitive to neuronal activity. Astrocytes enhance neural excitability by releasing glutamate and ATP, leading to increased excitation in mice [29, 30]. We found that PD‐1^f/f; LysM‐Cre^ mice exhibited more extroverted behaviour, reduced anxiety, and increased openness to exploration in behavioural experiments. Combined with an increase in astrocytes, these behavioural changes may be underlying alterations in the expression of brain‐derived neurotrophic factor (BDNF) in the brain's reward region [31]. Knockout mice modulate neural adaptations in the reward circuitry of the mouse brain, resulting in significant positive effects on behaviour [32]. Astrocytes regulate the activity of adjacent glutamatergic neurons by releasing D‐serine, which leads to neuronal excitation [33].

To elucidate the mechanisms by which PD‐1 regulates functions in myeloid cells, we performed transcriptome sequencing on both specific knockout mice and wild‐type mice. This approach enabled us to cluster biological processes and identify downstream with greater precision. Our analysis revealed that CXCL1 is a key downstream target, proposed to be linked to the SOX4 promoter, activating its transcription through the NF‐κB pathway [34]. An increase in NF‐κB levels is associated with elevated pro‐inflammatory cytokines and chemokines, including CXCL1. The activation of the NF‐κB‐dependent CXCL1/CXCR2 signalling pathway are implicated in modulating pain‐related neuronal responses [35, 36]. The release and binding of CXCL1 to the CXCR2 receptor in astrocytes regulated their development via the JAK/STAT3 signalling pathway. The release and binding of CXCL1 to the CXCR2 receptor in astrocytes triggered their proliferation via the JAK/STAT3 signalling pathway. This pathway, which regulates astrocyte reactivity, represents an important therapeutic target in neurological disorders [37, 38]. Notably, the increase in CXCL1 levels in myeloid cells correlates with a rise in astrocyte numbers. Abnormalities in CXCL1 have been shown to trigger astrogliosis [39]. Astrocytes also serve as paracrine mediators, enhancing synaptic connections and boosting neuronal firing [40]. We hypothesize that this phenomenon may be intrinsic to more active and extroverted mice; however, many aspects of this hypothesis remain to be confirmed. And further mechanistic studies (e.g., CXCR2 knockout models or ligand‐receptor blocking assays) would strengthen this causal inference.

The findings not only demonstrate the critical regulatory role of PD‐1 in myeloid cells on astrocytes but also provide a theoretical framework and direction for exploring the myeloid‐brain axis. The brain is not an immunologically privileged site; peripheral immune cells can influence brain function, potentially leading to behavioural and cognitive deficits [21]. Subtle changes during fetal development and the early life stages may significantly impact immune system development, highlighting the importance of fetal health during this critical period. A deeper understanding of neuroimmune interactions will enable us to formulate effective strategies to mitigate neuronal and cognitive impairment associated with innate immune disorders.

## Author Contributions

**Jie Qin:** conceptualization; methodology; investigation; writing – original draft; writing – review and editing. **Chong Wang:** investigation. **Sihan Li:** investigation; visualisation. **Yanyan Wang:** writing – review and editing. **Tingting He:** investigation. **Jianwei Jiao:** funding acquisition. **Fen Ji:** supervision; project administration; writing – review and editing.

## Ethics Statement

All mice studies supervised and approved by Institutional Animal Care and Use Committee of Institute of Zoology, Chinese Academy of Sciences (IOZ‐IACUC‐2020‐025). All animal housing and experiments followed the institutional guidelines for the care and use of laboratory animals.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1.** Specific ablation PD‐1 in myeloid cells. (A) Schematic diagram of *Pd1* & LysM‐Cre knockout identification results. (B) The knockdown efficiency was verified at the RNA level (*n* = 3). (C) Western blot analysis of the expression levels of PD‐1 in bone marrow in PD‐1^f/f; LysM‐Cre^ mice and PD‐1^f/f^ mice. (D) Western blot analysis of the expression levels of CD68 and CX3CR1 in PD‐1^f/f; LysM‐Cre^ mice and PD‐1^f/f^ mice. (E) Statistics showing unchanged expression levels of CD68 and CX3CR1 in brain tissue between PD‐1^f/f; LysM‐Cre^ mice and PD‐1^f/f^ mice (*n* = 3). (F) Statistics showing expression levels of PD‐1 decreased in PD‐1^f/f; LysM‐Cre^ mice (*n* = 3). (G) Confocal immunofluorescence image of Iba1 and Cre in cerebral cortex (Scale bars, 50 μm). (H) Statistics showing the proportion of Cre^+^Iba1^+^ and Iba1^+^ cells (*n* = 3). (I) Confocal immunofluorescence image of NeuN and Cre in cerebral cortex (Scale bars, 50 μm). (J) Statistics showing the proportion of Cre^+^NeuN^+^ and NeuN^+^ cells (*n* = 3). (K) Confocal immunofluorescence image of PD‐1 and CD11b in pia mater (Scale bars, 5 μm). Data are presented as mean ± SEM. Multiple t‐tests and nonparametric tests.
**Figure S2.** Flow cytometry in PD‐1 in PD‐1^f/f; LysM‐Cre^ mice and PD‐1^f/f^ mice. (A) The schema represented the sequential steps of the gating strategy. The various cell populations within the bone marrow were depicted. (B) FACS histograms and contour plots depicting the percentage of positive cells and bar graphs. (C) Representative FACS analysis plots for CD11b^+^F4/80^+^, CD11b^+^Ly6C^+^, and CD11b^+^Ly6G^+^ ratio in the fetal liver. (D) Statistics showing the number of flow sorting in CD11b^+^F4/80^+^, CD11b^+^Ly6C^+^, and CD11b^+^Ly6G^+^ per 100,000 cells (*n* ≥ 6). (E) Statistics showing decreased F4/80^+^ and Ly6G^+^ and increased Ly6C^+^ in PD‐1^f/f; LysM‐Cre^ mice (*n* ≥ 6). (F) Statistics showing unchanged expression levels of cytokines between PD‐1^f/f; LysM‐Cre^ mice and PD‐1^f/f^ mice (*n* ≥ 6). Data are presented as mean ± SEM. One‐way ANOVA and multiple t‐tests and nonparametric tests.
**Figure S3.** Specific ablation of PD‐1 in myeloid cells leads to persistent increased astrocyte production and enlarged morphology. (A and C) Confocal immunofluorescence image showed GFAP^+^ astrocytes per square millimetre at P3 and P8 (Scale bars, 200 μm). (B and D) Quantification of the increase in the number of GFAP^+^ astrocytes in PD‐1^f/f; LysM‐Cre^ mice (*n* = 3). (E) Confocal immunofluorescence image showed S100β^+^ astrocytes per square millimetre at P18 (Scale bars, 200 μm). (F) Quantification of the increase in the number of S100β^+^ astrocytes in PD‐1^f/f; LysM‐Cre^ mice (*n* = 3). (G) Confocal immunofluorescence image showed Olig2^+^ oligodendrocytes per square millimetre (Scale bars, 200 μm). (H) Quantification of the unchanged number of Olig2^+^ oligodendrocytes in PD‐1^f/f; LysM‐Cre^ mice (*n* = 3). (I) Confocal immunofluorescence image showed PDGFRα^+^ oligodendrocytes per square millimetre (Scale bars, 200 μm). (J) Quantification of the unchanged number of PDGFRα^+^ oligodendrocytes in PD‐1^f/f; LysM‐Cre^ mice (*n* = 3). Data are presented as mean ± SEM. Multiple t‐tests and nonparametric tests.
**Figure S4.** The modality and number of astrocytes changed in co‐culture. (A) Confocal immunofluorescence image showed PH3^+^GFAP^+^ astrocytes per square millimetre at P0 (Scale bars, 100 μm). (B) Quantification of the increase in the number of PH3^+^GFAP^+^ astrocytes in PD‐1^f/f; LysM‐Cre^ mice (*n* ≥ 3). (C) The diagram of myeloid cells and human NPCs coculture system. (D) Confocal immunofluorescence image of GFAP^+^ astrocytes derived from NSCs (Scale bars, 10 μm). (E) Quantification of the percent of GFAP^+^ astrocytes showing increased number and enlarged astrocyte form in NSCs cocultured in PD‐1^f/f; LysM‐Cre^ mice in E16 (*n* ≥ 3). (F) Quantification of the percent of GFAP^+^ astrocytes showing increased number and enlarged astrocyte form in NSCs cocultured in PD‐1^f/f; LysM‐Cre^ mice in P3 (*n* ≥ 3). Data are presented as mean ± SEM. Multiple t‐tests and nonparametric tests.
**Figure S5.** Behavioural rescue experiment in mice. (A and B) The time spent in the center area and outside in open field. (*n* ≥ 9). (C and D) The discrimination score and discrimination ratio were higher in PD‐1^f/f; LysM‐Cre^ mice in the novel object recognition test (*n* ≥ 9). (E–G) The time spent in closed arms (E) and open arms (F) and center (G) in the elevated plus‐maze test (*n* ≥ 8). (H) PD‐1^f/f; LysM‐Cre^ mice spent significantly more time in the novel arm compared to controls (*n* ≥ 8). (I and J) Social affiliation and sociability duration (I) in the sociability session and social memory and novelty duration (J) in the social novelty preference session in the three‐chamber social interaction test (*n* ≥ 8). Data are presented as mean ± SEM. One‐way ANOVA and multiple t‐tests and nonparametric tests.

**Table S1.** List of primary antibodies.
**Table S2.** List of secondary antibodies.
**Table S3.** List of flow antibodies.
**Table S4.** List of major primers.

## Data Availability

The accession number for the RNA‐sequencing data reported in this article is GSE277873.

# Supplementary material for: Myeloid PD‐1 Regulates Astrocyte Development and Leads to Active Behaviours
**Source:** Cell Prolif. 2025 Jun 29;59(2):e70082. doi: 10.1111/cpr.70082
**Supplement:** Supplementary file 1 — Figure S1. Specific ablation PD‐1 in myeloid cells. (A) Schematic diagram of Pd1 & LysM‐Cre knockout identification results. (B) The knockdown efficiency was verified at the RNA level (n = 3). (C) Western blot analysis of the expression levels of PD‐1 in bone marrow in PD‐1f/f; LysM‐Cre mice and PD‐1f/f mice. (D) Western blot analysis of the expression levels of CD68 and CX3CR1 in PD‐1f/f; LysM‐Cre mice and PD‐1f/f mice. (E) Statistics showing unchanged expression levels of CD68 and CX3CR1 in brain tissue between PD‐1f/f; LysM‐Cre mice and PD‐1f/f mice (n = 3). (F) Statistics showing expression levels of PD‐1 decreased in PD‐1f/f; LysM‐Cre mice (n = 3). (G) Confocal immunofluorescence image of Iba1 and Cre in cerebral cortex (Scale bars, 50 μm). (H) Statistics showing the proportion of Cre+Iba1+ and Iba1+ cells (n = 3). (I) Confocal immunofluorescence image of NeuN and Cre in cerebral cortex (Scale bars, 50 μm). (J) Statistics showing the proportion of Cre+NeuN+ and NeuN+ cells (n = 3). (K) Confocal immunofluorescence image of PD‐1 and CD11b in pia mater (Scale bars, 5 μm). Data are presented as mean ± SEM. Multiple t‐tests and nonparametric tests. Figure S2. Flow cytometry in PD‐1 in PD‐1f/f; LysM‐Cre mice and PD‐1f/f mice. (A) The schema represented the sequential steps of the gating strategy. The various cell populations within the bone marrow were depicted. (B) FACS histograms and contour plots depicting the percentage of positive cells and bar graphs. (C) Representative FACS analysis plots for CD11b+F4/80+, CD11b+Ly6C+, and CD11b+Ly6G+ ratio in the fetal liver. (D) Statistics showing the number of flow sorting in CD11b+F4/80+, CD11b+Ly6C+, and CD11b+Ly6G+ per 100,000 cells (n ≥ 6). (E) Statistics showing decreased F4/80+ and Ly6G+ and increased Ly6C+ in PD‐1f/f; LysM‐Cre mice (n ≥ 6). (F) Statistics showing unchanged expression levels of cytokines between PD‐1f/f; LysM‐Cre mice and PD‐1f/f mice (n ≥ 6). Data are presented as mean ± SEM. One‐way ANOVA and multip

**A**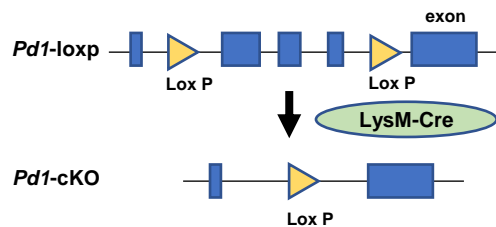**B**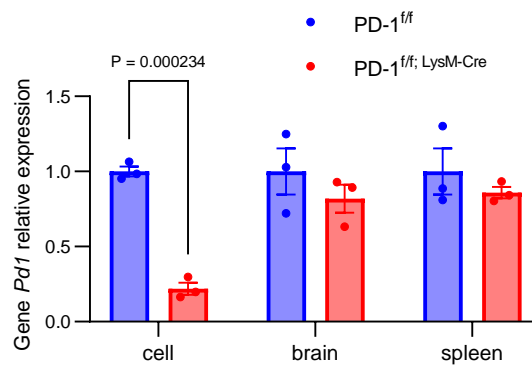**C**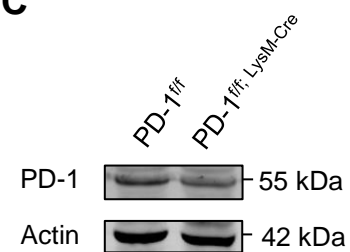**D**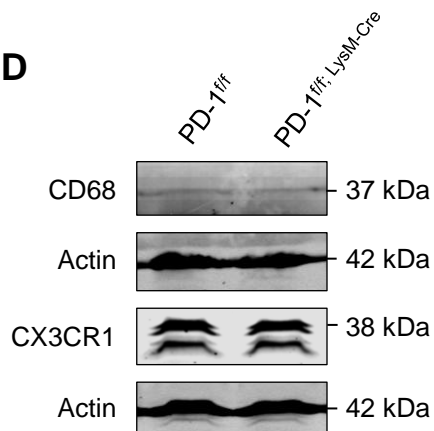**E**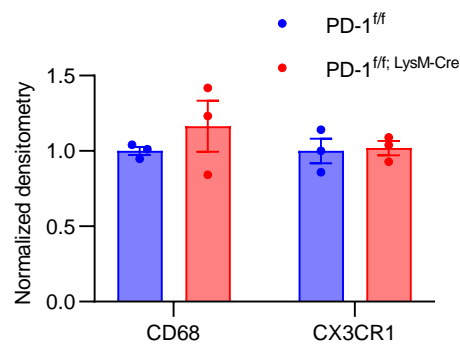**F**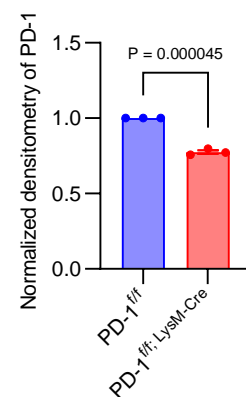**G**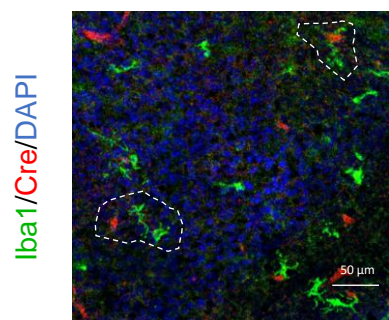**H**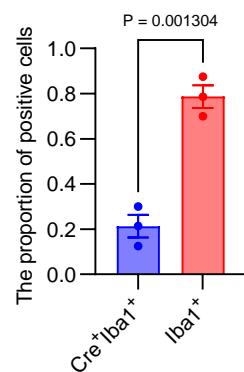**I**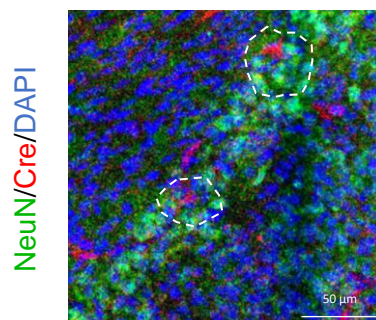**J**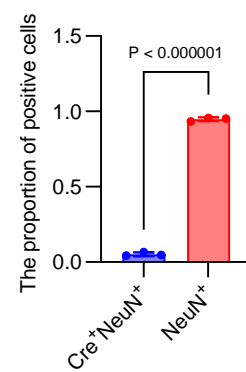**K**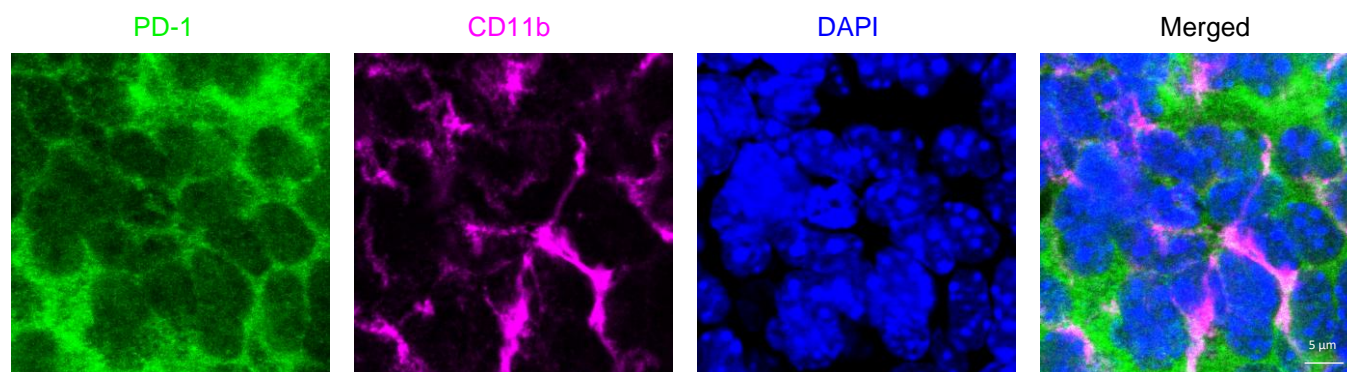

## **Supplemental Figure 1. Specific ablation PD-1 in myeloid cells.**

- (A) Schematic diagram of *Pd1* & LysM-Cre knockout identification results.
  - (B) The knockdown efficiency was verified at the RNA level (n = 3).
  - (C) Western blot analysis of the expression levels of PD-1 in bone marrow in PD-1<sup>f/f</sup>; LysM-Cre mice and PD-1<sup>f/f</sup> mice.
  - (D) Western blot analysis of the expression levels of CD68 and CX3CR1 in PD-1<sup>f/f</sup>; LysM-Cre mice and PD-1<sup>f/f</sup> mice.
  - (E) Statistics showing unchanged expression levels of CD68 and CX3CR1 in brain tissue between PD-1<sup>f/f</sup>; LysM-Cre mice and PD-1<sup>f/f</sup> mice (n = 3).
  - (F) Statistics showing expression levels of PD-1 decreased in PD-1<sup>f/f</sup>; LysM-Cre mice (n = 3).
  - (G) Confocal immunofluorescence image of Iba1 and Cre in cerebral cortex (Scale bars, 50µm).
  - (H) Statistics showing the proportion of Cre<sup>+</sup>Iba1<sup>+</sup> and Iba1<sup>+</sup> cells (n = 3).
  - (I) Confocal immunofluorescence image of NeuN and Cre in cerebral cortex (Scale bars, 50 µm).
  - (J) Statistics showing the proportion of Cre<sup>+</sup>NeuN<sup>+</sup> and NeuN<sup>+</sup> cells (n = 3).
  - (K) Confocal immunofluorescence image of PD-1 and CD11b in pia mater (Scale bars, 5 µm).
- Data are presented as mean ± SEM. Multiple t-tests and nonparametric tests.

**A**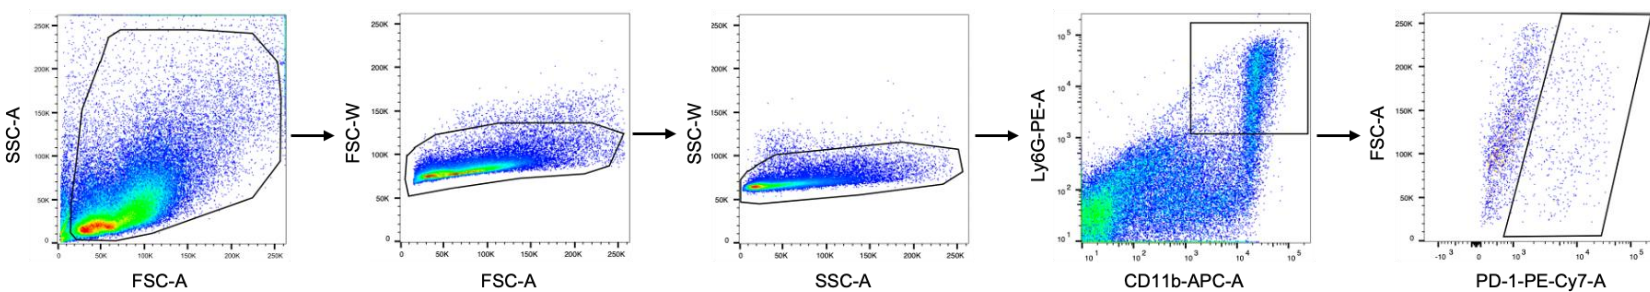**B**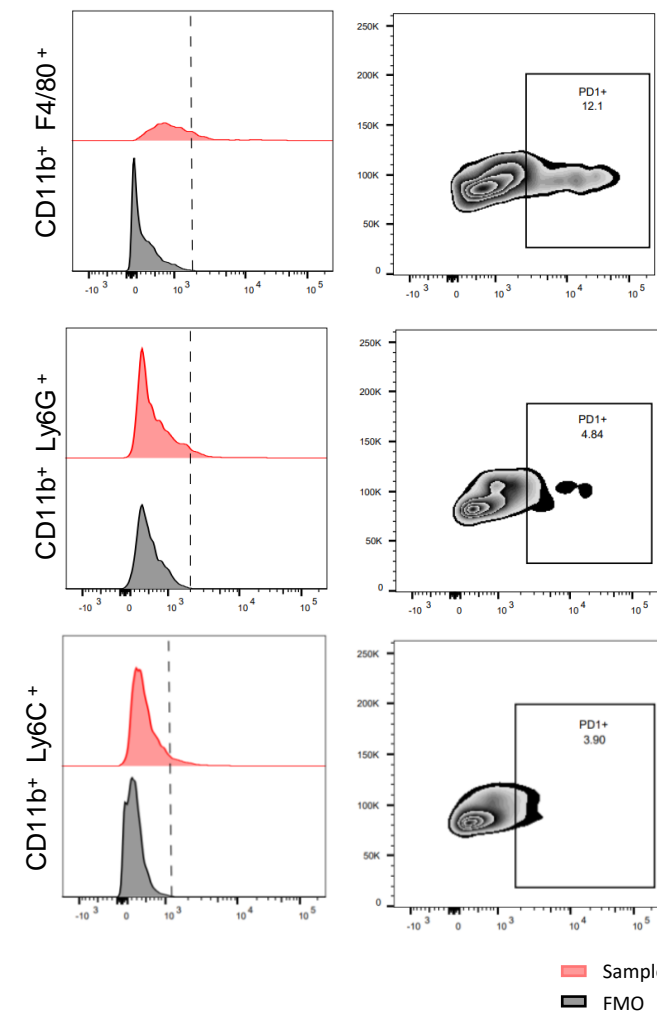**C**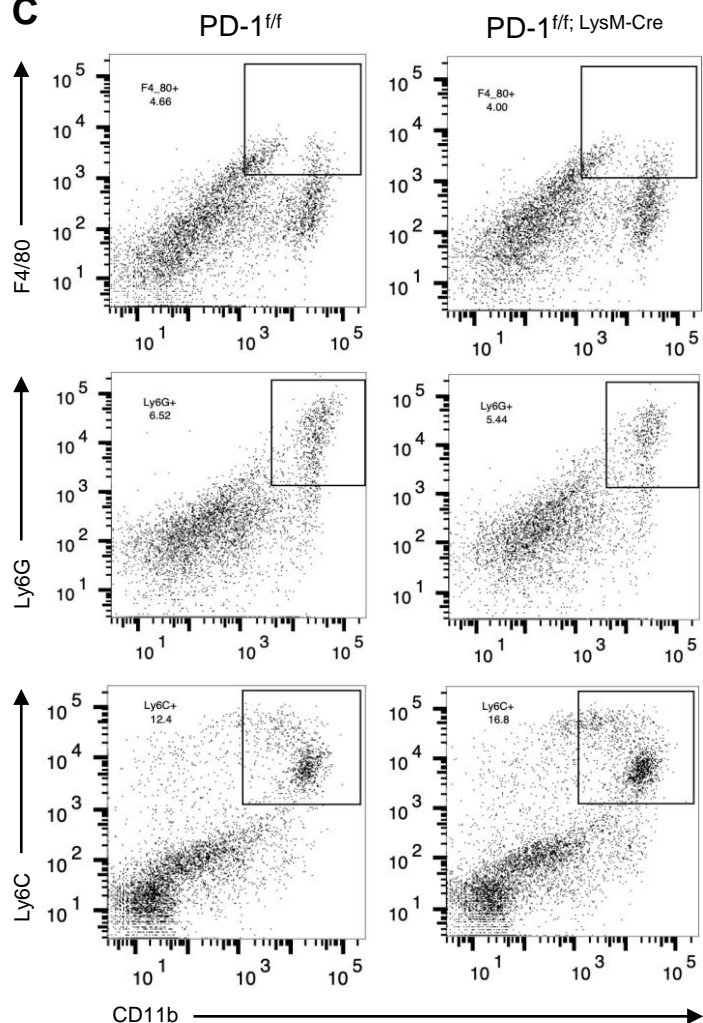**D**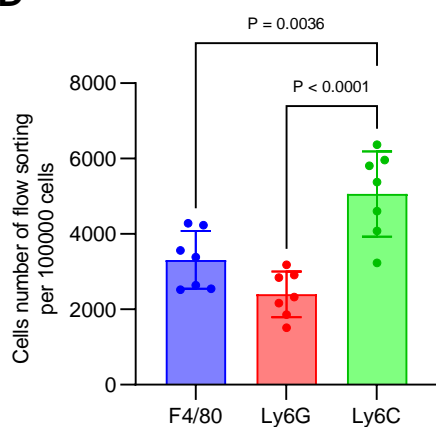**E**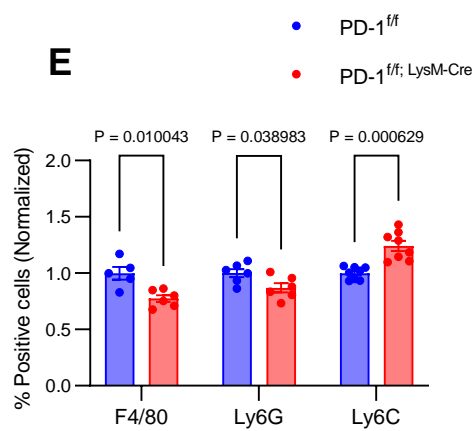**F**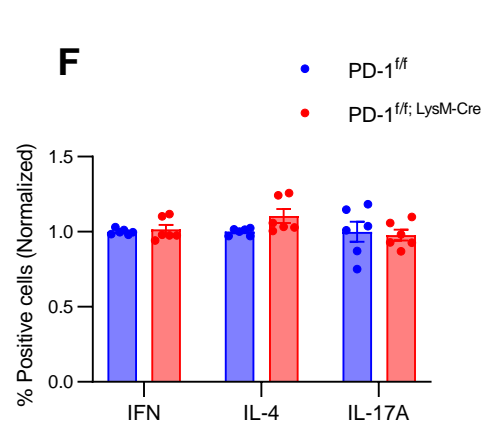

**Supplemental Figure 2. Flow cytometry in PD-1 in PD-1<sup>f/f</sup>; LysM-Cre mice and PD-1<sup>f/f</sup> mice.**

(A) The schema represented the sequential steps of the gating strategy. The various cell populations within the bone marrow were depicted.

(B) FACS histograms and contour plots depicting the percentage of positive cells and bar graphs.

(C) Representative FACS analysis plots for CD11b<sup>+</sup>F4/80<sup>+</sup>, CD11b<sup>+</sup>Ly6C<sup>+</sup>, and CD11b<sup>+</sup>Ly6G<sup>+</sup> ratio in the fetal liver.

(D) Statistics showing the number of flow sorting in CD11b<sup>+</sup>F4/80<sup>+</sup>, CD11b<sup>+</sup>Ly6C<sup>+</sup>, and CD11b<sup>+</sup>Ly6G<sup>+</sup> per 100000 cells ( $n \geq 6$ ).

(E) Statistics showing decreased F4/80<sup>+</sup> and Ly6G<sup>+</sup> and increased Ly6C<sup>+</sup> in PD-1<sup>f/f</sup>; LysM-Cre mice ( $n \geq 6$ ).

(F) Statistics showing unchanged expression levels of cytokines between PD-1<sup>f/f</sup>; LysM-Cre mice and PD-1<sup>f/f</sup> mice ( $n \geq 6$ ).

Data are presented as mean  $\pm$  SEM. One-way ANOVA and multiple t-tests and nonparametric tests.

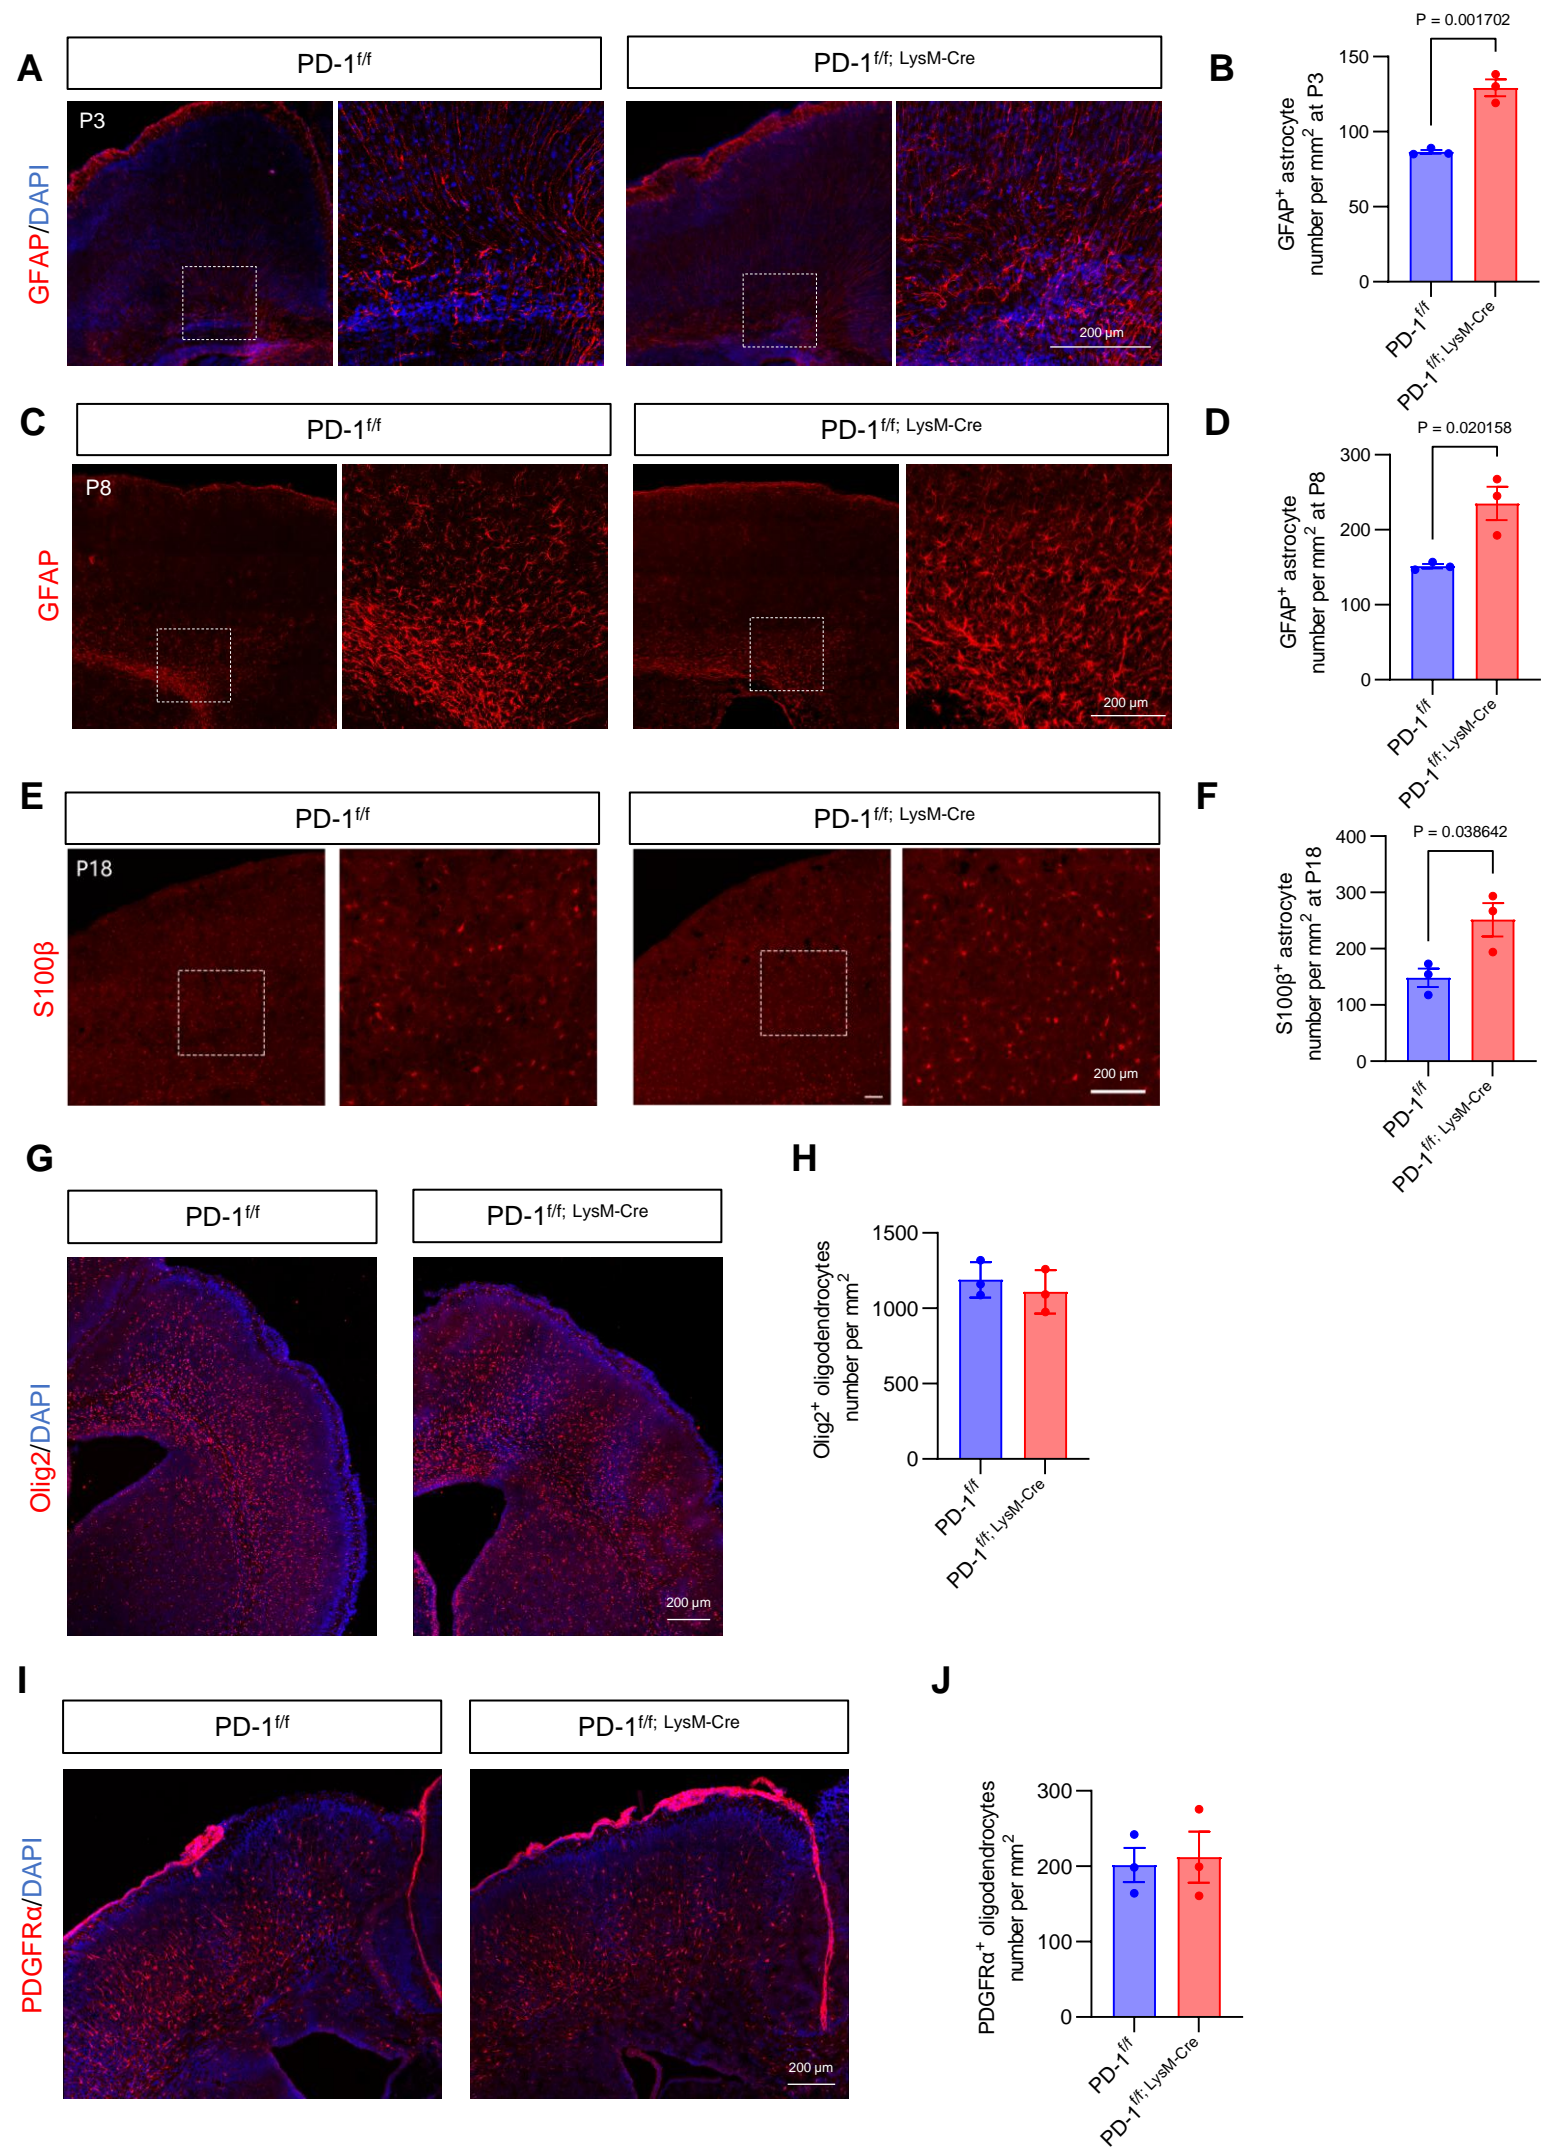

**Supplemental Figure 3. Specific ablation of PD-1 in myeloid cells leads to persistent increased astrocyte production and enlarged morphology.**

(A and C) Confocal immunofluorescence image showed GFAP<sup>+</sup> astrocytes per square millimeter at P3 and P8 (Scale bars, 200  $\mu$ m).

(B and D) Quantification of the increase in the number of GFAP<sup>+</sup> astrocytes in PD-1<sup>f/f</sup>; LysM-Cre mice (n = 3).

(E) Confocal immunofluorescence image showed S100 $\beta$ <sup>+</sup> astrocytes per square millimeter at P18 (Scale bars, 200  $\mu$ m).

(F) Quantification of the increase in the number of S100 $\beta$ <sup>+</sup> astrocytes in PD-1<sup>f/f</sup>; LysM-Cre mice (n = 3).

(G) Confocal immunofluorescence image showed Olig2<sup>+</sup> oligodendrocytes per square millimeter (Scale bars, 200  $\mu$ m).

(H) Quantification of the unchanged number of Olig2<sup>+</sup> oligodendrocytes in PD-1<sup>f/f</sup>; LysM-Cre mice (n = 3).

(I) Confocal immunofluorescence image showed PDGFR $\alpha$ <sup>+</sup> oligodendrocytes per square millimeter (Scale bars, 200  $\mu$ m).

(J) Quantification of the unchanged number of PDGFR $\alpha$ <sup>+</sup> oligodendrocytes in PD-1<sup>f/f</sup>; LysM-Cre mice (n = 3).

Data are presented as mean  $\pm$  SEM. Multiple t-tests and nonparametric tests.

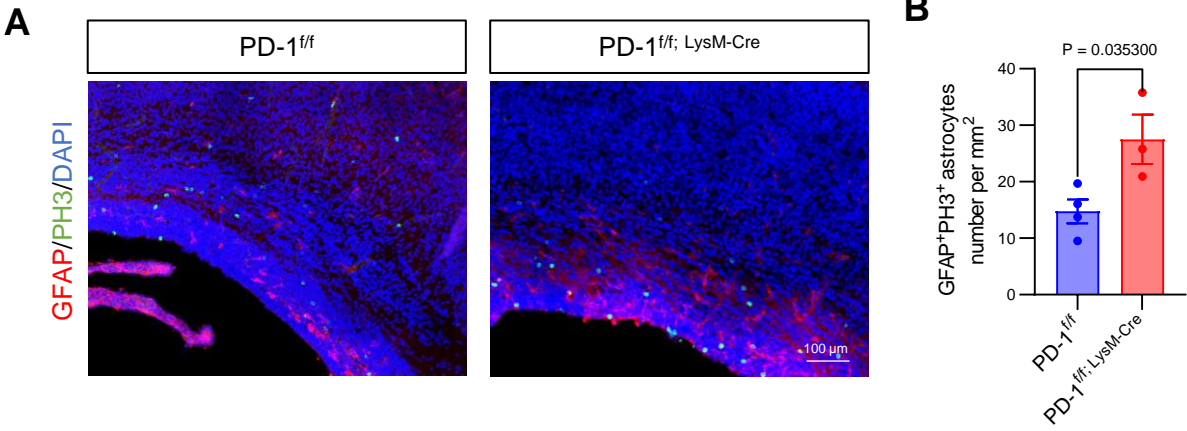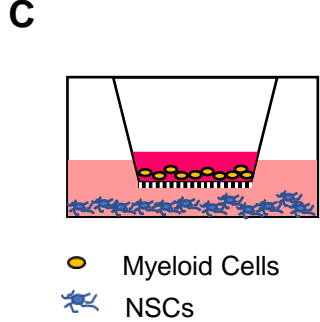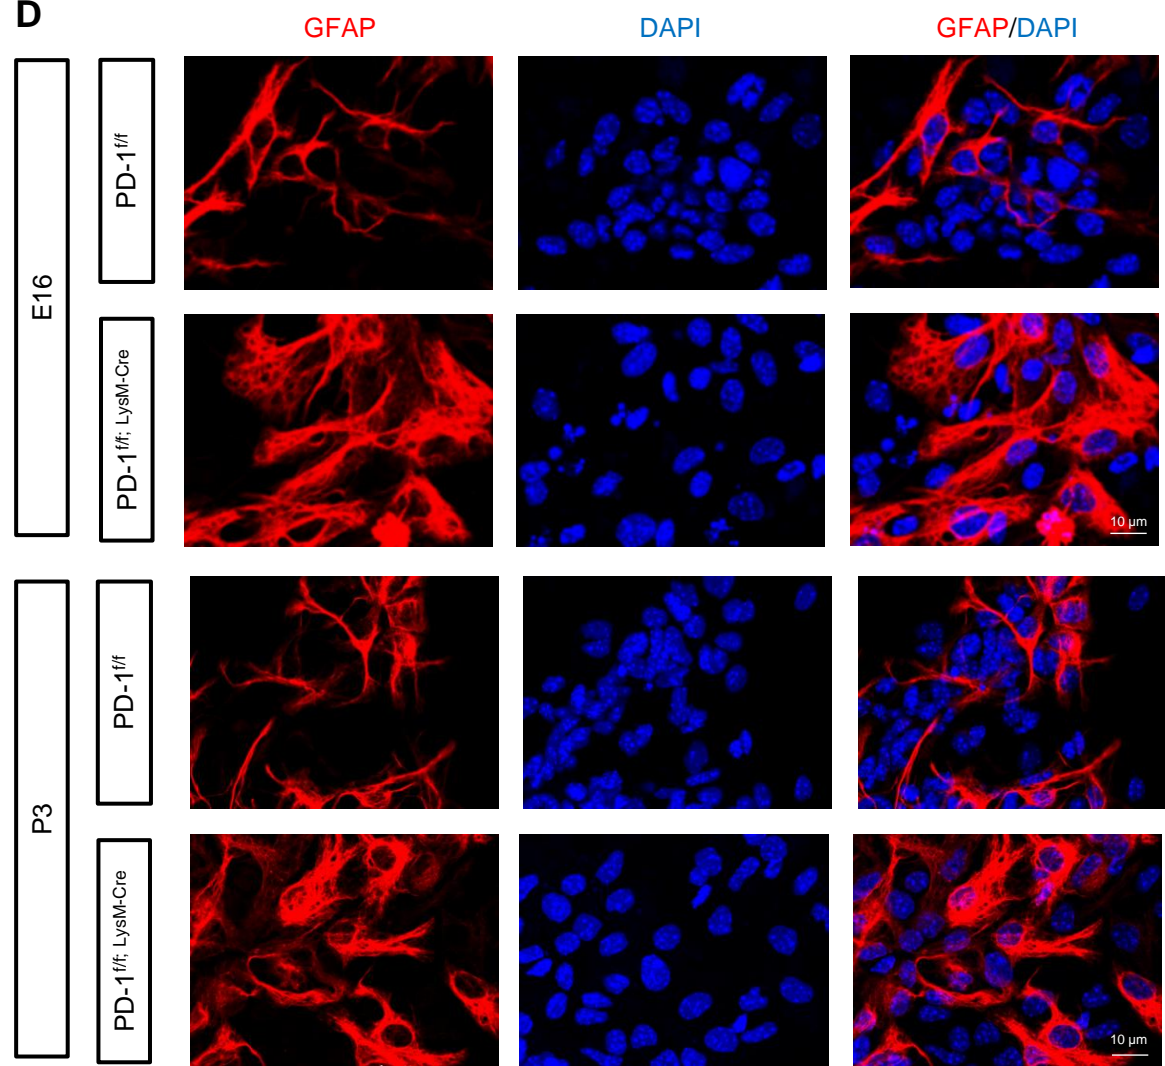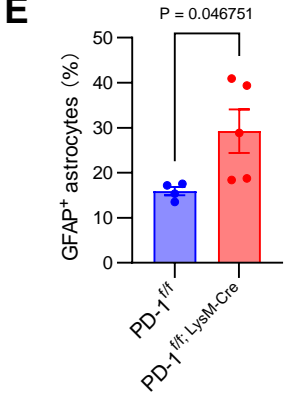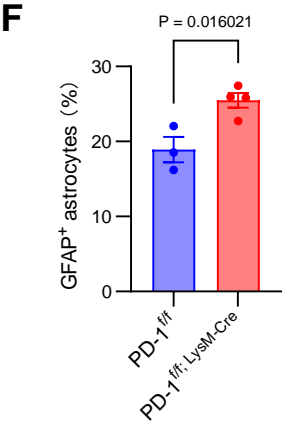

**Supplemental Figure 4. The modality and number of astrocytes changed in co-culture.**

(A) Confocal immunofluorescence image showed PH3<sup>+</sup>GFAP<sup>+</sup> astrocytes per square millimeter at P0 (Scale bars, 100  $\mu$ m).

(B) Quantification of the increase in the number of PH3<sup>+</sup>GFAP<sup>+</sup> astrocytes in PD-1<sup>f/f</sup>; LysM-Cre mice ( $n \geq 3$ ).

(C) The diagram of myeloid cells and human NPCs coculture system.

(D) Confocal immunofluorescence image of GFAP<sup>+</sup> astrocytes derived from NSCs (Scale bars, 10  $\mu$ m).

(E and F) Quantification of the percent of GFAP-positive astrocytes showing increased number and enlarged astrocyte form in NSCs cocultured in PD-1<sup>f/f</sup>; LysM-Cre mice ( $n \geq 3$ ).

Data are presented as mean  $\pm$  SEM. Multiple t-tests and nonparametric tests.

**A**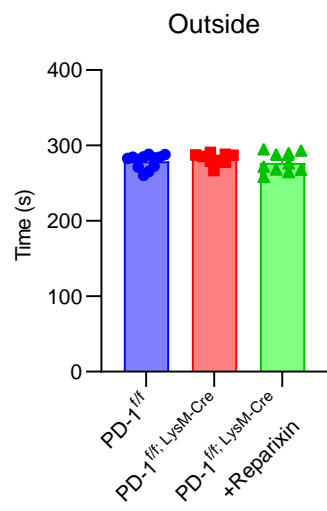**B**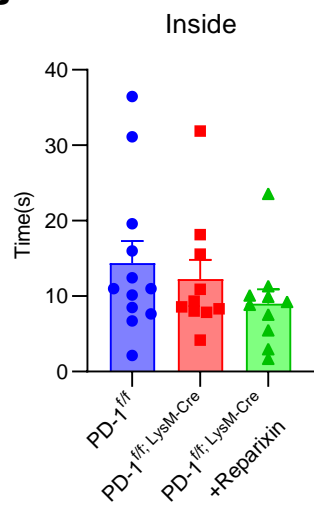**C**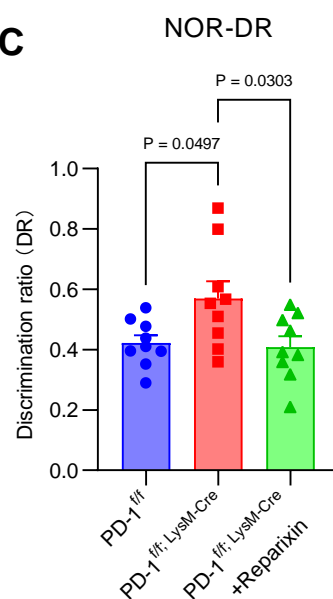**D**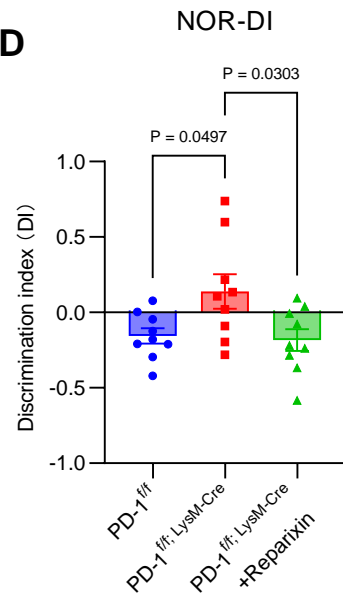**E**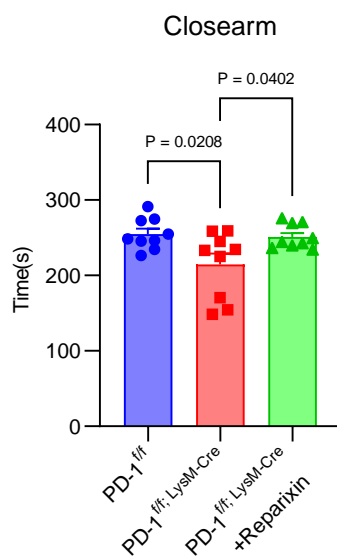**F**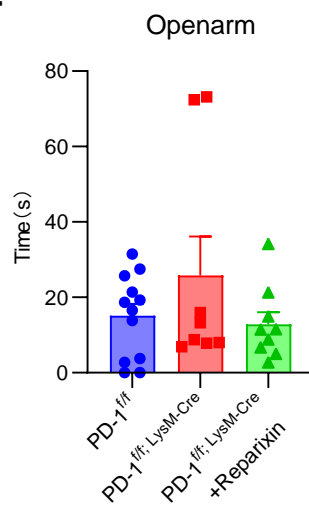**G**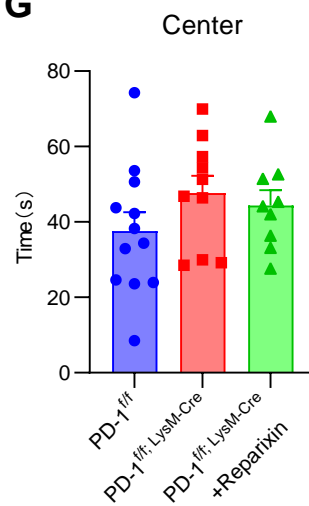**H**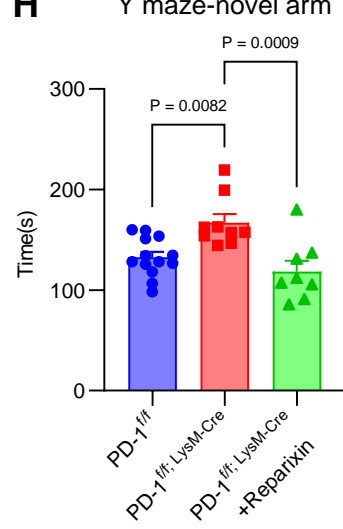**I**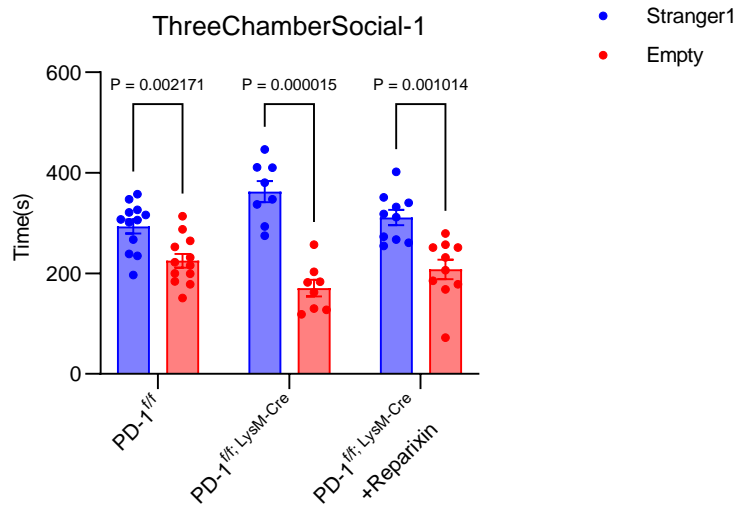**J**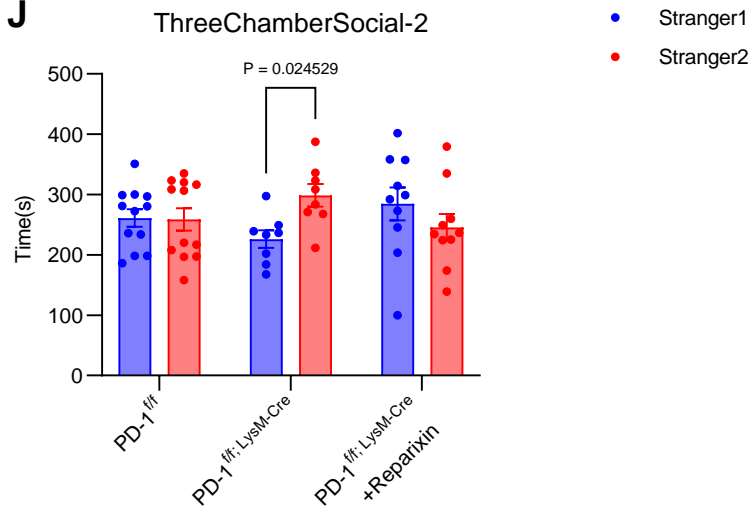

### **Supplemental Figure 5. Behavioral rescue experiment in mice.**

(A and B) The time spent in the center area and outside in open field. ( $n \geq 9$ ).

(C and D) The discrimination score and discrimination ratio were higher in PD-1<sup>f/f</sup>; LysM-Cre mice in the novel object recognition test ( $n \geq 9$ ).

(E-G) The time spent in closed arms (E) and open arms (F) and center (G) in the elevated plus-maze test ( $n \geq 8$ ).

(H) PD-1<sup>f/f</sup>; LysM-Cre mice spent significantly more time in the novel arm compared to controls ( $n \geq 8$ ).

(I and J) Social affiliation and sociability duration (I) in the sociability session and social memory and novelty duration (J) in the social novelty preference session in the three-chamber social interaction test ( $n \geq 8$ ).

Data are presented as mean  $\pm$  SEM. One-way ANOVA and multiple t-tests and nonparametric tests.

# Supplementary material for: Myeloid PD‐1 Regulates Astrocyte Development and Leads to Active Behaviours
**Source:** Cell Prolif. 2025 Jun 29;59(2):e70082. doi: 10.1111/cpr.70082
**Supplement:** Supplementary file 2 — Table S1. List of primary antibodies. Table S2. List of secondary antibodies. Table S3. List of flow antibodies. Table S4. List of major primers.

The primary antibodies required in this study are shown in the table below.

**Supplementary Table 1. List of primary antibodies**

| Antibody             | Source | Catalog                |
|----------------------|--------|------------------------|
| PD-1                 | Rabbit | Proteintech 18106-1-AP |
| PD-1                 | Rabbit | Abcam ab214421         |
| CD11b                | Mouse  | Bio-Rad MCA711G        |
| BrdU                 | Rat    | Abcam ab6326           |
| Ki67                 | Rabbit | Abcam ab15580          |
| ALDH1L1              | Mouse  | Abcam ab56777          |
| NeuN                 | Mouse  | Millipore mab377       |
| GFAP                 | Rabbit | Dako Z0334             |
| GFAP                 | Rabbit | Sigma G6171            |
| S100 $\beta$         | Rabbit | Abcam ab52642          |
| $\beta$ -actin       | Mouse  | Proteintech 66009-1-Ig |
| $\beta$ -actin       | Rabbit | Proteintech 20536-1-AP |
| BLBP                 | Rabbit | Abcam ab32423          |
| GS                   | Mouse  | Millipore MAB302       |
| Sox2                 | Rabbit | CST 3728S              |
| PH3                  | Rabbit | CST 3377S              |
| Pax6                 | Rabbit | Millipore AB2237       |
| Tbr2                 | Rabbit | Abcam ab23345          |
| Satb2                | Mouse  | Abcam ab51502          |
| Ctip2                | Rat    | Abcam ab18465          |
| P-IKK $\alpha/\beta$ | Rabbit | CST 2697               |
| NF- $\kappa$ B       | Mouse  | CST 6956               |
| P-NF- $\kappa$ B     | Rabbit | CST 3033               |
| IKB                  | Rabbit | Abmart T55026          |
| P-IKB                | Rabbit | Abmart TP56280         |
| Flag                 | Mouse  | Sigma F1804            |
| HA                   | Rabbit | CST 3724S              |
| P-AKT                | Rabbit | CST 3787S              |
| P-JAK1/2             | Mouse  | CST 66245S             |
| P-STAT3              | Rabbit | Abmart T56566          |
| STAT3                | Mouse  | CST 9139               |
| Pax6                 | Mouse  | DSHB AB528427          |
| Sox2                 | Goat   | R&D AF2018             |

The secondary antibodies required in this study are shown in the table below.

**Supplementary Table 2. List of secondary antibodies**

| Antibody                         | Catalog             |
|----------------------------------|---------------------|
| Cy3-Donkey anti-rabbit IgG (H+L) | Jackson 711-165-152 |
| Cy3-Donkey Anti-mouse IgG (H+L)  | Jackson 715-165-150 |
| 488-Donkey anti-rabbit IgG (H+L) | Jackson 711-546-152 |
| Cy3-Donkey anti-rat IgG (H+L)    | Jackson 712-165-150 |
| Donkey anti-Rabbit 800           | LICOR 926-32213     |
| Donkey anti-mouse 680            | LICOR 926-68072     |
| 488-Donkey anti-mouse IgG (H+L)  | Invitrogen A21202   |

The flow antibodies required in this study are shown in the table below.

**Supplementary Table 3. List of flow antibodies**

| Antibody                                  | Catalog                |
|-------------------------------------------|------------------------|
| APC anti-mouse/human CD11b Antibody       | Biolegend 101212       |
| FITC anti-mouse F4/80 Antibody            | Biolegend 123107       |
| PE anti-mouse Ly-6G Antibody              | Biolegend 127608       |
| CD45 Monoclonal Antibody, PE              | Invitrogen 12045182    |
| Alexa Fluor 488 anti-mouse Ly-6C Antibody | Biolegend 128022       |
| PE/Cyanine7 anti-mouse PD-1 Antibody      | Biolegend 109109       |
| PD-L1 Monoclonal Antibody, PE-Cyanine7    | eBioscience 25598280   |
| PE-Cyanine7 IL-4 Monoclonal Antibody      | Invitrogen, 25-7041-80 |
| PE-eFluor 610 IL-17A Monoclonal Antibody  | Invitrogen, 61-7177-80 |
| PE IFN gamma Monoclonal Antibody          | Invitrogen, 12-7311-82 |

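The reverse transcription PCR primers of the table were compared with the mouse transcripts of GENCODE M21 by exact match. The PD-1 pair lies within exon 2 of Pdcd1, on chromosome 1 from 94041215 to 94041365 (GRCm38), with an amplicon of 151 bp. The Cxcl1 pair spans exons 2 to 4 (114 bp), and its reverse primer matched 1 of the 2 annotated Cxcl1 transcripts. The Cxcl2 pair lies in exons 1 and 2 (108 bp), and its forward primer also occurs in Cxcl3. The Sema6b pair lies in exons 3 and 4 (139 bp) and the CUX1 pair in exons 2 and 3 (112 bp). Both HMGA1 primers match Hmga1 (76 bp) and Hmga1b. Neither primer listed for NF-κB p65 had an exact match, in either orientation, among the 7 Rela transcripts or any other transcript of that annotation.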

The major primers required in this study are shown in the table below.

**Supplementary Table 4. List of major primers**

| Primer               | Sequence                  |
|----------------------|---------------------------|
| LysM-Cre Mutant      | CCCAGAAATGCCAGATTACG      |
| LysM-Cre Common      | CTTGGGCTGCCAGAATTTCTC     |
| LysM-Cre Wild type   | TTACAGTCGGCCAGGCTGAC      |
| actin-F              | GGCTGTATTCCCCTCCATCG      |
| actin-R              | CCAGTTGGTAACAATGCCATGT    |
| PD1-Loxp-F           | CTGGAACATCTTGAACAGGAGTG   |
| PD1-Loxp-R           | TGTGAATAAGTAACCTCCAACAAGC |
| PD1-RT-F             | CTGAAAAACAGGCCGCCTTC      |
| PD1-RT-R             | ATGGCCCCACAGAGGTAGAT      |
| Cxcl1-F              | ACTGCACCCAAACCGAAGTC      |
| Cxcl1-R              | TGGGGACACCTTTTAGCATCTT    |
| Cxcl2-F              | CCAACCACCAGGCTACAGG       |
| Cxcl2-R              | GCGTCACACTCAAGCTCTG       |
| Sema6b-F             | ACTTGAGCCACTATCCCGTGT     |
| Sema6b-R             | TGGTACAGGTTATCTCTGTCCC    |
| NF- $\kappa$ B-p65-F | GCGAGAGGAGCACAGATACC      |
| NF- $\kappa$ B-p65-R | AGGGGTTGTTGTTGGTCTGG      |
| HMGA1-F              | GGTCGGGAGTCAGAAAGAGC      |
| HMGA1-R              | ATTCTTGCTTCCCTTTGGTCG     |
| CUX1-F               | TGATGCCACCGCAACAGTATT     |
| CUX1-R               | GCGTAAATCCTCTGGAGTGTTCT   |

How the deposited data were processed for this re-analysis (not part of the article)

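RNA-seq was analysed for 4 libraries labelled as myeloid cells, which the results describe as sorted cells and the methods as fetal livers, 2 from PD-1f/f mice and 2 from PD-1f/f; LysM-Cre mice. Samples were grouped by their labels and the groups of Figure 6. The authors deposited FPKM values per gene, 1 library per file, for 24706 genes with Ensembl identifiers, positions, gene ontology terms and KEGG orthology numbers. How reads were aligned, counted and filtered is not stated in the text. Of the gene positions, 92.61% were identical to GENCODE M21 (GRCm38). The values had not been scaled between libraries, and their sums were 491983, 457127, 412778 and 403900 in PD-1f/f replicates 1 and 2 and PD-1f/f; LysM-Cre replicates 1 and 2. Since gene values were whole multiples of 1 read, library totals between 17691505 and 22212407 reads and the reads of 95.02% of the genes were recovered, from annotated lengths for 91.29%. A gene of 1 kb gains 0.0450 to 0.0565 FPKM per read, so that at this length values well below 1 FPKM rest on few reads. Longer genes can hold more reads at such values, as Reln did with 121 reads at 0.229 FPKM in PD-1f/f replicate 1. Intervals are 95% Clopper-Pearson intervals and cover counting error only.

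Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend) on log2(FPKM + 1) for the 10779 genes with a mean of at least 1 FPKM, without covariates. Both thresholds of the paper were used, |log2FC| of at least 1 with a Benjamini-Hochberg adjusted p under 0.05 (methods) and |log2FC| above 1 with an unadjusted p under 0.01 (results). Gene ontology terms of Figure 6B,C were tested with one-sided Fisher's exact tests on direct annotations. Gene lists were tested with camera and fry of limma, and their medians were set against 10000 random lists matched on mean expression in 20 bins. There were 18 lists: NF-κB targets, NF-κB pathway components, JAK-STAT3 targets, immediate early genes, interferon response, proliferation, monocyte, macrophage, early and late neutrophil, erythroid, hepatocyte, megakaryocyte, T cell, B cell, dendritic cell, mast cell with basophil and eosinophil, and endothelial and stromal genes. The genes named are those the paper names for these cells, Lyz2, Xist and 4 Y-linked genes, list members, and the 5 higher and 5 lower genes with the largest change. Since no gene passed the methods threshold, the latter came from those with an unadjusted p under 0.01 and both libraries of a group apart. The 2 groups have 2 libraries each, so that other splits of the libraries could not give a share under 0.05.

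The fit was tested on simulated reads for the recovered genes with 200 genes changed by a log2 fold change of 2 and a dispersion of 0.0412. Of the 152 changed genes among the 9939 tested, 94.1% were recovered at the methods threshold, with 5 false calls. A simulated gene list raised in all its genes was found by camera and 0 of 20 random lists were. Simulated genes shared the same dispersion and varied independently, which genes of the real libraries need not do. The recovered share is therefore not the power of the fit in these data, and the list test does not cover correlated genes.

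Alternatives covered pseudocounts of 0.1 and 0.01, no filter and a minimum mean of 5 FPKM, median-of-ratios and quantile scaling, removal of erythroid and hepatocyte genes, eBayes without a trend, the replicate number as a block, voom on recovered reads with a mean of at least 10, and each library left out in turn. Removal of trends on GC content and transcript length, protein-coding genes only and the log2 of the ratio of mean FPKM were added after the values were seen, as was the test of all gene ontology terms. Where erythroid and hepatocyte genes were removed, the libraries were also rescaled to one total. Gene lists, thresholds and the other alternatives were fixed before the data were examined. KEGG pathways were not tested, since the genes of each pathway were not analysed here. Tables were made with Python 3.11.15 and figures with matplotlib 3.10.9.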

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

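The tests of explanations in this part were chosen after the list values or single genes had been seen. The omissions of one library and the median-of-ratios rescaling that they use were themselves fixed before the data were examined. Among the genes with the largest rise, 4 are not discussed in the paper, and each was above both PD-1f/f libraries in both PD-1f/f; LysM-Cre libraries. Acod1 had a log2 fold change of 3.90, Cxcl10 of 2.97, Ccrl2 of 2.83 and Upp1 of 2.74, with adjusted p-values from limma between 0.199 and 0.214. Acod1 rose from 16.9 and 3.32 FPKM to 54.7 and 311 FPKM. Its log2 fold change was 2.66 without PD-1f/f; LysM-Cre replicate 2 and 2.88 without PD-1f/f replicate 2. Without PD-1f/f; LysM-Cre replicate 2 Cxcl10 stood at 1.91, Ccrl2 at 1.76 and Upp1 at 1.93. Acod1, Cxcl10 and Ccrl2 fell outside the unadjusted threshold with no filter on low values, without a trend and under the replicate block, and Acod1 and Cxcl10 also after median-of-ratios rescaling, while Upp1 passed it under each alternative that was tested.

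These genes belong to a wider rise of NF-κB target genes, which was used to weigh explanations. The rise was not confined to PD-1f/f; LysM-Cre replicate 2, since the list median without that library was 0.64. The PD-1f/f libraries lay at 0.12 and -0.12 around their mean. The 0.64 was above all random lists, but these do not measure variation between mice. Without replicate 2, 1 PD-1f/f; LysM-Cre library is left, so variation between mice stays open as a cause. Scaling between libraries is argued against by a median of 1.42 after median-of-ratios rescaling. GC content and transcript length are argued against by a median of 1.46 after their trends were removed, and the library with Y-linked transcripts by a median of 1.27 without PD-1f/f replicate 2. A larger share of monocytes and macrophages stays open. The macrophage list had a median of 0.12 (percentile 65.6 of random lists) over 12 higher and 7 lower genes, which decides nothing, and the monocyte list stood at 0.33 (percentile 98.6). Without PD-1f/f; LysM-Cre replicate 2 these medians were -0.082 and -0.018, without PD-1f/f; LysM-Cre replicate 1 they were 0.39 and 0.85, without PD-1f/f replicate 1 they were 0.35 and 0.59, and without PD-1f/f replicate 2 they were -0.071 and 0.18. Activation of cells during sorting, if sorted cells were sequenced as the results state, stays open as a technical explanation: the 23 tested immediate early genes outside the NF-κB lists had a median of 0.50, above all random lists, although Egr1 (0.01) and Fosb (-0.19) did not rise. A rise caused by the loss of PD-1, as the design intends, is therefore a hypothesis beside others. These include a difference between the groups in handling or in the share of cell types, and variation between mice. No group carried LysM-Cre without the floxed gene, so effects of Cre or of lower Lyz2 cannot be told apart from loss of PD-1.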

How the results depend on the processing

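The number of genes past |log2FC| of at least 1 and an adjusted p under 0.05 was 0 under every alternative except voom. By voom on recovered reads it was 2, with Lyz2 as the lower gene. In the main fit it was also 0 without a fold change minimum. An unadjusted p under 0.05 was reached by 2037 of 13455 tested genes by voom and by 1768 of 10779 in the main fit. The 203 higher and 44 lower genes past an unadjusted p under 0.01 became 126 in all with a minimum mean of 5 FPKM, where fewer genes were tested, and 416 with an unadjusted p under 0.05, where the threshold itself is wider. Under the other alternatives the count lay between 166 and 368. Of these genes, 189 were also called after median-of-ratios rescaling and 141 by voom.

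With the replicate number as a block, 258 genes passed, 215 of them higher and 43 lower. The numbers are not stated to pair the libraries, and the correlation across genes of the differences between replicates 1 and 2 in both groups was -0.16. Cxcl1 kept its direction and stayed outside the unadjusted threshold under every alternative that tested it, and the log2 of the ratio of its mean FPKM, added after the values were seen, was 3.85. Cxcl2 fell outside that threshold with no filter on low values, at an unchanged 2.75. Sema6b, at the edge of the threshold, passed it with erythroid and hepatocyte genes removed and libraries rescaled to one total (1.57) and by voom (4.04). It also passed without a trend, under the replicate block and with protein-coding genes only (1.48 in each). Its ratio of mean FPKM gave 3.26. The cause was not tested. Neither Cxcl1 nor Sema6b had a value with a minimum of 5 FPKM. Pdcd1 stayed below 0 throughout.

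Of the gene ontology terms, 3 passed, and 1 with all tested genes as background or with a pseudocount of 0.1. With the gene list at an adjusted p under 0.05 no test could be run, as it held 0 genes, and the KEGG pathway tests were not run. Tests on counts as deposited were not run either. The rises of the NF-κB targets (1.53) and pathway components (0.50) lost their significance under fry and under camera with an estimated correlation. Their medians ranged from 0.64 to 2.16 and from 0.42 to 0.63 across the 4 fits that each left out one library. Of the other 16 lists, 6 passed, and 0 under fry or the estimated correlation.

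Among 37 further genes and lists, 474 of 538 values kept their direction and call or, where there was no test, moved by less than the spread between replicates, 36 were weaker, 14 moved by more and 14 reversed. Of the 474, 13 also changed sign, each on the omission of one library, for Adgre1 and the monocyte, macrophage, dendritic cell, proliferation, endothelial, mast cell, interferon and megakaryocyte lists. The genes and lists behind the 27 changes of sign had values between -0.12 and 0.33. With erythroid and hepatocyte genes removed and libraries rescaled to one total, Itgam stood at 0.10 and Ly6c2 at 0.094. The interferon, mast cell and megakaryocyte lists stood at 0.10, 0.11 and 0.031. The rescaling shifts all fold changes upward, since FPKM sums were 412778 and 403900 in PD-1f/f; LysM-Cre against 491983 and 457127 in PD-1f/f. After median-of-ratios rescaling the dendritic cell, endothelial and proliferation lists stood at -0.0033, -0.076 and -0.040. With GC and length trends removed Cux1, the endothelial and the proliferation lists stood at -0.0094, -0.13 and -0.014. Across the omissions of one library the dendritic cell list ranged from -0.23 to 0.28, the endothelial list from -0.22 to 0.17 and the megakaryocyte list from -0.40 to 0.32. Lyz2 fell by 1.79, and by 0.19 under quantile normalization, which gives the highest ranks of each library the same values. With no filter on low values Lyz2 fell by the same 1.79 but left the unadjusted threshold (unadjusted p = 0.0907 from limma).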

Differences from the paper's values

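Fold changes in the paper were read by eye from the volcano plot, from the axis that runs from negative to positive values and is titled as −log10 of the p-value. For Cxcl1 the paper shows a log2 fold change of about 3.7 in Figure 6D, against 1.64 here on log2(FPKM + 1). Of the alternatives set before the data were examined, a pseudocount of 0.1 (2.97), a pseudocount of 0.01 (3.37) and voom on recovered reads (3.27) came within the spread between replicates of the paper's value, and the other scalings and fits did not. The log2 of the ratio of mean FPKM, chosen after seeing the values, was 3.85. For Sema6b the paper shows about 3.2 in Figure 6D, against 1.48 here. A pseudocount of 0.1 (3.10) came within the spread, and a pseudocount of 0.01 (3.85), voom (4.04) and the other alternatives set before the data were examined did not. The log2 of the ratio of mean FPKM, chosen after seeing the values, was 3.26.

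The paper labels Cxcl1 and Sema6b as differentially expressed. Here neither passed |log2FC| above 1 with an unadjusted p under 0.01. Sema6b passed with erythroid and hepatocyte genes removed and libraries rescaled to one total, without a trend, under the replicate block and by voom. In a setting chosen after seeing the values, it also passed with protein-coding genes only. Cxcl1 passed under none of these. With an unadjusted p under 0.05, where the line of Figure 6D lies, both are among the 416 genes. The methods define differentially expressed genes by an adjusted p, and 0 genes passed that definition here, or 2 by voom, Lyz2 among them. Of the terms in Figure 6B,C, 12 of the 15 that could be tested did not pass, among them cytokine-mediated signaling pathway (1 gene) and erythrocyte differentiation (0 genes). These counts leave out genes listed only under narrower terms, and in the test of all terms, chosen after seeing the values, erythrocyte development held 3 of the lower genes against 0.0587 expected (adjusted p = 0.0638, Fisher's exact test). Cytokine-mediated signaling pathway passed with genes taken at an unadjusted p under 0.05.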

Other observations

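Tests of explanations in this part were chosen after the values were seen, except for those of T cell RNA and of other library splits. The gene lists, their camera and fry tests and the omissions of one library were fixed before the data were examined.

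Genes of the late neutrophil list were among the most abundant. In PD-1f/f replicates 1 and 2, S100a9 had 52186 and 39000 FPKM, Ngp 43779 and 43834 and S100a8 32243 and 21503. Ly6g had 245 and 351 FPKM in PD-1f/f and 200 and 143 FPKM in PD-1f/f; LysM-Cre libraries, a log2 fold change of -0.79 (adjusted p = 0.245 from limma), lower in both PD-1f/f; LysM-Cre libraries. Ly6c2 changed by -0.12, Adgre1, which encodes F4/80, by 0.12, Itgam, which encodes CD11b, by -0.11, Ptprc by 0.17 and Mki67 by 0.30, none with an adjusted p under 0.05. The direction of Adgre1 depends on single libraries, with -0.36 without PD-1f/f; LysM-Cre replicate 2, -0.069 without PD-1f/f replicate 2, 0.31 without PD-1f/f replicate 1 and 0.60 without PD-1f/f; LysM-Cre replicate 1. Ptprc stood at 0.014 without PD-1f/f; LysM-Cre replicate 2 and at 0.32 without PD-1f/f; LysM-Cre replicate 1. The paper gives both sorted cells and fetal liver as the material, which bears on these levels and on those of the other cell type lists. The highest value of a hepatocyte list gene, 48.1 FPKM for Apoa1 in PD-1f/f replicate 2, argues against RNA of whole liver. For other samples of these mice the paper reports more Ly6C+ monocytes and fewer Ly6G+ and F4/80+ cells by flow cytometry, and a predominance of monocytes in sorted cells.

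Hmga1 and Cux1, which the paper measured by qPCR in other samples, had log2 fold changes of 0.57 (adjusted p = 0.214) and 0.22 (adjusted p = 0.613 from limma). Cux1 stood at 0.074 without PD-1f/f; LysM-Cre replicate 1, 0.081 without PD-1f/f replicate 1, 0.36 without PD-1f/f replicate 2 and 0.37 without PD-1f/f; LysM-Cre replicate 2. Cd274, which encodes PD-L1, had 3.29 and 0.293 FPKM in PD-1f/f and 4.18 and 22.9 FPKM in PD-1f/f; LysM-Cre libraries, a log2 fold change of 2.24 (adjusted p = 0.288), 1.14 without PD-1f/f; LysM-Cre replicate 2 and 1.37 without PD-1f/f replicate 2. The paper reports unaltered PD-L1 in progenitor cells. Sox4, named in the discussion, had 10 and 5 reads in PD-1f/f and 1 and 2 reads in PD-1f/f; LysM-Cre libraries, Ifng 3, 1, 8 and 9 reads and Il4 4, 2, 2 and 7 reads, too few for a comparison.

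Lyz2 fell in both PD-1f/f; LysM-Cre libraries to a ratio of 0.292. Scaling between libraries is argued against by a log2 fold change of -1.89 after median-of-ratios rescaling, although quantile normalization, which equalizes the highest ranks, left -0.19. A smaller share of late neutrophils as the whole cause is argued against by the 10 most abundant late neutrophil genes. Of these, 0 fell by as much as Lyz2, and the median of the late neutrophil list was -0.23. Several of the 10 fell in part: BC100530 (-1.14), Camp (-1.11), S100a8 (-1.07), Stfa1 (-1.06), Stfa3 (-0.99) and S100a9 (-0.72). Ltf (-0.40) and Ngp (-0.11) fell less. A smaller share as a part of the cause stays open. A candidate explanation is the Cre insertion at the Lyz2 locus, which every PD-1f/f; LysM-Cre library carries, so that it cannot be told apart from other effects of the genotype. Pdcd1 transcripts remained at 17.1 and 21.4 FPKM. RNA of T cells as their source is argued against, since the highest T cell gene, Cd3d, had a mean of 3.88 FPKM in the same libraries. Values per exon were not analysed here, so that shortened transcripts or cells without recombination stay open and untested.

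Erythroid genes were lower in PD-1f/f; LysM-Cre libraries, with a list median of -0.56 and 24 of 25 tested genes below 0 (adjusted p = 7.0e-10 in camera of limma, 0.400 in fry). Hba-a1 had 1961 and 1366 FPKM in PD-1f/f and 826 and 840 FPKM in PD-1f/f; LysM-Cre libraries. Scaling is argued against by a median of -0.66 after median-of-ratios rescaling. Fewer erythroid cells in the sequenced material may account for it. Of the 10 most abundant erythroid genes, 9 were below both PD-1f/f libraries in both PD-1f/f; LysM-Cre libraries. Over the whole list this held for 14 of the 25 tested genes. Without PD-1f/f replicate 1, which had the highest levels, the median was -0.22, and without PD-1f/f replicate 2 it was -0.83. A biological change in the share of these cells stays open and untested.

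Other lists past an adjusted p under 0.05 in camera were B cell (median -0.51), late neutrophil (-0.23), hepatocyte (-0.22), immediate early (0.63) and JAK-STAT3 targets (0.83, of which 11 of 12 were higher). The hepatocyte median was -0.61 without PD-1f/f replicate 1 and -0.44 without PD-1f/f; LysM-Cre replicate 2. Without PD-1f/f; LysM-Cre replicate 1 the immediate early median was 1.05, and without PD-1f/f; LysM-Cre replicate 2 it was 0.30 and the late neutrophil median was -0.13. Not past it were the lists of monocyte (0.33), early neutrophil (0.29), macrophage (0.12), dendritic cell (0.10), proliferation (0.07), endothelial and stromal (0.03), mast cell (-0.05), interferon response (-0.07), megakaryocyte (-0.11) and T cell genes (-0.46). Each of these medians moved with single libraries, and the lowest and highest over the 4 omissions are as follows. Without PD-1f/f; LysM-Cre replicate 2 the medians were -0.018 for monocyte, 0.41 for early neutrophil, -0.082 for macrophage, -0.23 for dendritic cell, 0.17 for proliferation, -0.22 for endothelial and -0.42 for interferon genes. Without PD-1f/f; LysM-Cre replicate 1 they were 0.85 for monocyte, 0.081 for early neutrophil, 0.39 for macrophage, -0.024 for proliferation and 0.30 for interferon genes. Without PD-1f/f replicate 1 they were 0.17 for endothelial, 0.48 for mast cell, 0.32 for megakaryocyte and -0.74 for T cell genes. Without PD-1f/f replicate 2 they were 0.28 for dendritic cell, -0.71 for mast cell, -0.40 for megakaryocyte and -0.16 for T cell genes. The mast cell list passed camera with erythroid and hepatocyte genes removed and libraries rescaled to one total (median 0.11, adjusted p = 0.0224 from limma). Its adjusted p ranged from 0.0224 to 0.994 over the alternatives. Under fry and under an estimated correlation 0 of these lists passed.

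Y-linked transcripts were present in 1 library. Ddx3y had 2440 reads in PD-1f/f replicate 2 and at most 1 elsewhere, and Xist had 4 reads there and between 1956 and 2530 elsewhere. Pups of different sex are consistent with this, as all 4 Y-linked genes had over 100 reads in that library and at most 3 in the others. In FPKM, Kdm5d reached 0.704 in that library, which is below the level of 1 FPKM first set for this test, so that the limit in reads was chosen later. Sex is not given for the libraries, and the groups are not balanced for it if this holds.

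Small RNA genes were 15.0% of the genes past an unadjusted p under 0.01 and 2.50% of the genes tested. Few reads on short genes may explain them, since 10 of the 37 had a mean of at least 10 reads. Voom also called 3, but it tested only genes with that mean and could not call the rest. Of the 3 ways to split the 4 libraries into pairs, 1, the split by genotype, gave as many genes past an unadjusted p under 0.01 as the comparison of the groups, 203 higher and 44 lower, and the others gave 30 and 42. With 3 splits a share under 0.05 cannot be reached, so that a chance split cannot be told apart by this count.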
